# Distinct mechanisms mediate X chromosome dosage compensation in *Anopheles* and *Drosophila*

**DOI:** 10.26508/lsa.202000996

**Published:** 2021-07-15

**Authors:** Claudia Isabelle Keller Valsecchi, Eric Marois, M Felicia Basilicata, Plamen Georgiev, Asifa Akhtar

## Abstract

Sex chromosomes induce potentially deleterious gene expression imbalances that are frequently corrected by dosage compensation (DC). Three distinct molecular strategies to achieve DC have been previously described in nematodes, fruit flies, and mammals. Is this a consequence of distinct genomes, functional or ecological constraints, or random initial commitment to an evolutionary trajectory? Here, we study DC in the malaria mosquito *Anopheles gambiae*. The *Anopheles* and *Drosophila* X chromosomes evolved independently but share a high degree of homology. We find that *Anopheles* achieves DC by a mechanism distinct from the *Drosophila* MSL complex–histone H4 lysine 16 acetylation pathway. CRISPR knockout of *Anopheles msl-2* leads to embryonic lethality in both sexes. Transcriptome analyses indicate that this phenotype is not a consequence of defective X chromosome DC. By immunofluorescence and ChIP, H4K16ac does not preferentially enrich on the male X. Instead, the mosquito MSL pathway regulates conserved developmental genes. We conclude that a novel mechanism confers X chromosome up-regulation in *Anopheles*. Our findings highlight the pluralism of gene-dosage buffering mechanisms even under similar genomic and functional constraints.

## Abstract (precis)

CRISPR knockout of *msl-2* and epigenome analyses in *Anopheles* reveal that X chromosome dosage compensation in mosquitos and *Drosophila* is achieved by two different molecular mechanisms.

## Introduction

Chromosome-wide copy number alterations are typically linked to developmental failure and diseases such as cancer. Heteromorphic sex chromosomes are a notable exception. To account for potentially deleterious expression imbalances in XY males in comparison with XX females, X chromosomes are often subjected to dosage compensation (DC) (Samata & Akhtar, 2018). In Dipterans such as fruit flies or mosquitos, sex chromosomes have formed multiple times (Vicoso & Bachtrog, 2015) and show high evolutionary turnover (Herpin & Schartl, 2015). RNA-seq studies revealed that X chromosome DC in multiple Dipteran genera occurs by up-regulation of the single male X (Rose et al, 2016). Owing to their short generation times and related, yet rapidly evolving genomes, Dipteran species are excellent models to understand how cells co-opt pathways to keep chromosome-wide gene dosage alterations in check. Dipterans have also been intensively studied as some of its species are prominent disease vectors, for example, the malaria-transmitting mosquito *Anopheles gambiae*. Understanding the processes responsible for sex differentiation and regulation of heteromorphic sex chromosomes is highly relevant as these factors are among the most promising targets for gene-drive strategies aiming at preventing transmission of infectious diseases by vector control (Kyrou et al, 2018).

DC in the fruit fly *Drosophila melanogaster* (Dmel) is mediated by association of the male-specific lethal (MSL) complex with the X chromosome in males. Via deposition of histone H4 lysine 16 acetylation (H4K16ac), the MSL complex enhances transcription to achieve approximately twofold up-regulated expression of X-linked genes (Lucchesi & Kuroda, 2015; Samata & Akhtar, 2018). Loss of MSL complex member genes results in male-specific lethality, whereas females remain unaffected (Belote & Lucchesi, 1980). Key to establishing MSL-DC is its subunit MSL2, which is male-specifically expressed and recruits the complex to the X chromosome (Bashaw & Baker, 1995). H4K16ac enrichment on the X as well as other characteristic features of the MSL-DC system are conserved in other drosophilids, for example, the distantly related *Drosophila virilis* or *Drosophila busckii* (Alekseyenko et al, 2013; Renschler et al, 2019). The MSL complex is also present in mammals, but its in vivo functions remain poorly characterized and mammalian DC is mediated by X chromosome inactivation in females via an entirely different pathway (Keller & Akhtar, 2015).

Like *Drosophila*, the malaria mosquito *A. gambiae* (Agam) achieves DC by hypertranscription of the male X (Deitz et al, 2018). The Dmel and Agam X chromosomes evolved independently from the same ancestral autosome (Zdobnov et al, 2002). It remains unclear whether X up-regulation in mosquitos is achieved by the same molecular machinery as in drosophilids or whether different mechanisms may arise in these contexts. This is of particular interest, as similar functional constraints and gene contents have shaped the acquisition of DC on newly evolving sex chromosomes in these lineages. Hence, comparing Agam with Dmel offers an excellent opportunity to study whether the independent evolution of sex chromosomes is accompanied by the acquisition of the same DC mechanism.

Here, we analyzed whether the MSL complex–H4K16ac pathway confers X chromosome–wide DC in Agam. Expression analyses indicate that unlike in *Drosophila*, the MSL complex subunits are expressed in both males and females in *Anopheles*. Loss of *Anopheles msl-2* affects both sexes, where zygotic KO induces an early embryonic lethal phenotype and germ line KO is results in sterility. Transcriptome analyses indicate that *msl-2* KO embryos do not display a global perturbation of X-linked gene expression. Furthermore, ChIP-seq and immunofluorescence show that H4K16ac is neither enriched on the male mosquito X chromosome nor displays a sexually dimorphic pattern. Instead, the MSL–H4K16 pathway appears to be involved in regulating developmental genes. Our study highlights that X chromosome DC can be achieved by entirely different molecular strategies even in very similar genomic contexts.

## Results

### MSL complex members are expressed in both male and female *A. gambiae*

Cytogenetic and genomic studies suggest that the ancestral dipteran karyotype consisted of six chromosomal pairs commonly referred to as Muller elements A-F (Vicoso & Bachtrog, 2015). Two independent evolutionary events resulted in Muller element A becoming sex-linked in *Drosophila* and *Anopheles* (Fig 1A) (Landeen & Presgraves, 2013; Vicoso & Bachtrog, 2015). The X chromosomes of these species exhibit considerable homology (Fig 1B [Zdobnov et al, 2002]), with around half of the Agam X-linked genes sharing an annotated X-linked orthologue in Dmel (Fig 1C).

**Figure 1:**
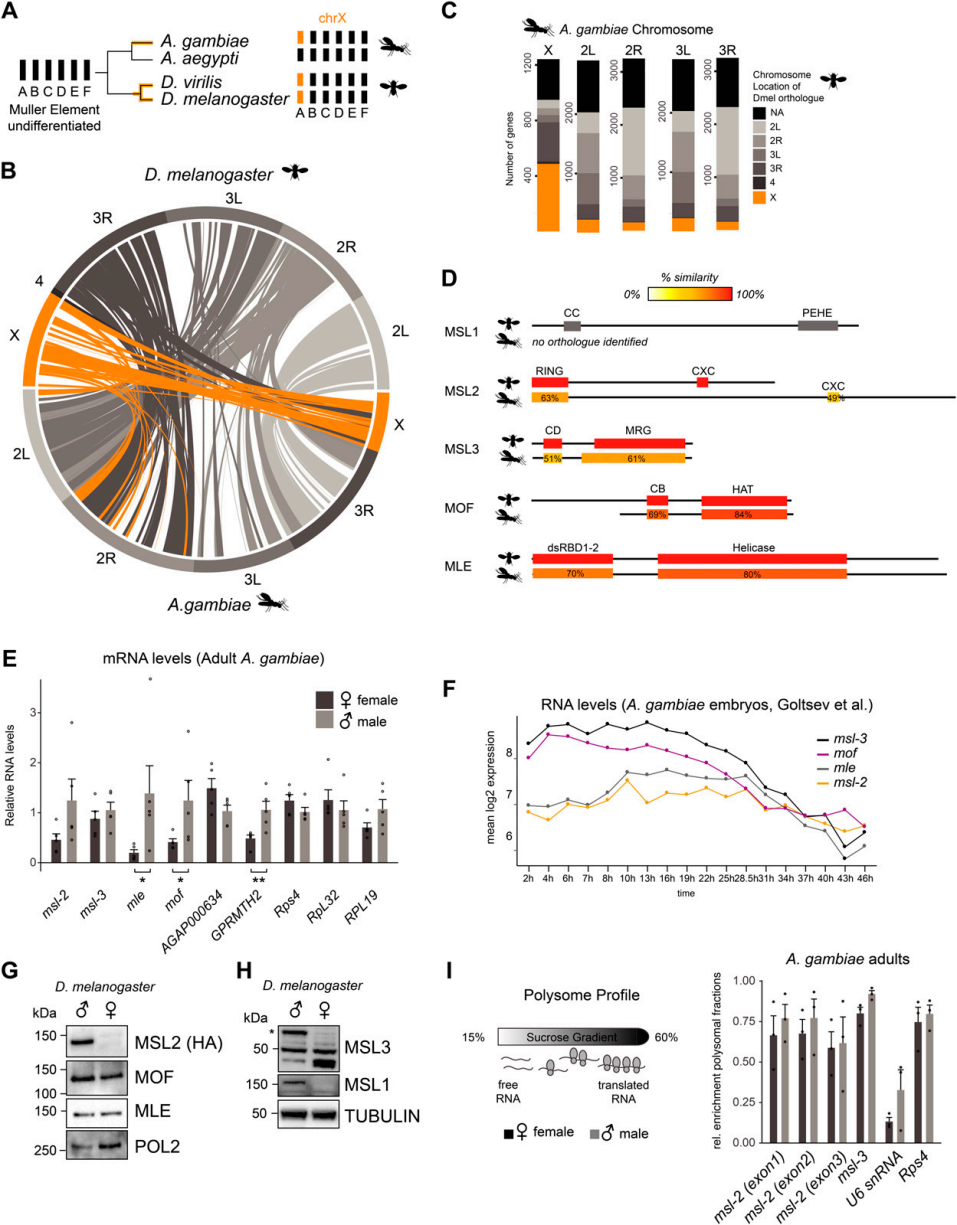
MSL complex members are expressed in both male and female *Anopheles gambiae*. **(A)** Schematic representation of the evolution of the X chromosomes in the indicated species from the ancient Dipteran karyotype consisting of Muller elements A-F. Note that the mosquito *Aedes aegyptii* does not contain a differentiated sex chromosome. **(B)** Circos plot of pairs of synteny blocks that were generated over genomic regions of at least 100 kb among *Drosophila melanogaster* and *Anopheles gambiae* genomes. Synteny blocks on the Dmel X chromosome are shaded in orange, autosomes in grey. **(C)** Bar plot illustrating the chromosomal location of 1:1 orthologues of all *A. gambiae* genes in the *D. melanogaster* genome. If a given *A. gambiae* gene does not contain an annotated *D. melanogaster* orthologue, the bar is colored in black, X-linked genes in orange and genes on the autosomal arms in grey. Orthologues were obtained from VectorBase. **(D)** Amino acid sequence conservation of the individual domains of *D. melanogaster* MSL proteins obtained by BLASTP in *A. gambiae*. Detailed results are reported in Table S1. **(E)** RT-qPCR analysis of polyA+ RNA levels of the indicated genes in adult *A. gambiae* females and males. The mRNA level of each gene was normalized to *Rps4* and expressed relative to the expression level in males. The bar plot represents the mean ± SEM with overlaid data points reflecting one biological replicate. *Rps4*, *RpL32*, and *RPL19* are control genes, *AGAP000634* and *GPRMTH2* are representative X-linked and autosomal genes, respectively. Significance was evaluated by a Wilcoxon rank sum test, *P-value < 0.05, **P-value < 0.01, details in Table S1. **(F)** Line plot representing the mean log_2_ expression levels of *msl* genes during *A. gambiae* embryogenesis. The data from Goltsev et al (2009) was obtained from VectorBase. **(G)** Cropped immunoblots of male and female extracts of *msl-2::HA* (endogenously tagged) *D. melanogaster* heads. RNA Polymerase 2 (POL2) serves as loading control. **(H)**, as in (G), Tubulin serves as loading control. The asterisk indicates the major isoform of MSL3 that is only expressed in males, the band detected at 50 kD is unspecific. The band below 50 kD accumulates only in females. **(I)** Left: schematic representation of the polysome profiling strategy to assess the protein expression of *msl*s. Extracts are fractionated on a sucrose gradient to separate mRNA that associates with actively translating ribosomes from free/not-translated RNA. Right: bar plot displaying the relative enrichment of *msl*s and controls (not translated: *U6* snRNA; translated: *Rps4* mRNA) in the polysomal fractions. The data for all fractions individually is reported in Fig S1F. The barplot represents the mean ± SEM with overlaid data points reflecting one polysome profiling experiment/biological replicate.

To elucidate whether the MSL complex mediates DC in Agam, we first analyzed the amino acid sequence conservation of the core MSL subunits MSL1, MSL2, MSL3, and MOF, as well as the associated RNA helicase MLE (Table S1 and Fig 1D; note that the high evolutionary turnover of noncoding RNAs hinders the computational identification of putative orthologues of Dmel *roX1* and *roX2* [Quinn et al, 2016]). The highest degree of conservation was found for MLE (57% identity) and MOF (61% identity), the latter of which displays a shortened N-terminus in *Anopheles* compared to *Drosophila*. MSL3 displays a similar length and more than 50% similarity for both the chromo- and MRG domains. The RING and CXC domains of MSL2 are also conserved, but the flexible linker regions adjacent to these structured domains are substantially extended in *Anopheles*. The DNA binding CXC domain of Agam MSL2 appears more similar to mammalian than *Drosophila* MSL2 (Fig S1A). There is no annotated Agam *msl-1* gene and extensive BLAST searches using the full-length protein failed to identify a bona-fide orthologue of MSL1. Because MSL1 is largely unstructured (Hallacli et al, 2012), the overall sequence level conservation may be rather low. Indeed, individual domain searches revealed hits for the coiled-coil and PEHE regions, albeit at rather low fidelity (Table S1; note that even mammalian and *Drosophila* MSL1 show <20% amino acid similarity despite providing the same scaffolding function to the complex).

Table S1 *Drosophila melanogaster* MSL protein sequences and results of BLAST searches in *Anopheles gambiae*, RNA-seq mapping statistics, and statistical test results.

**Figure S1.**
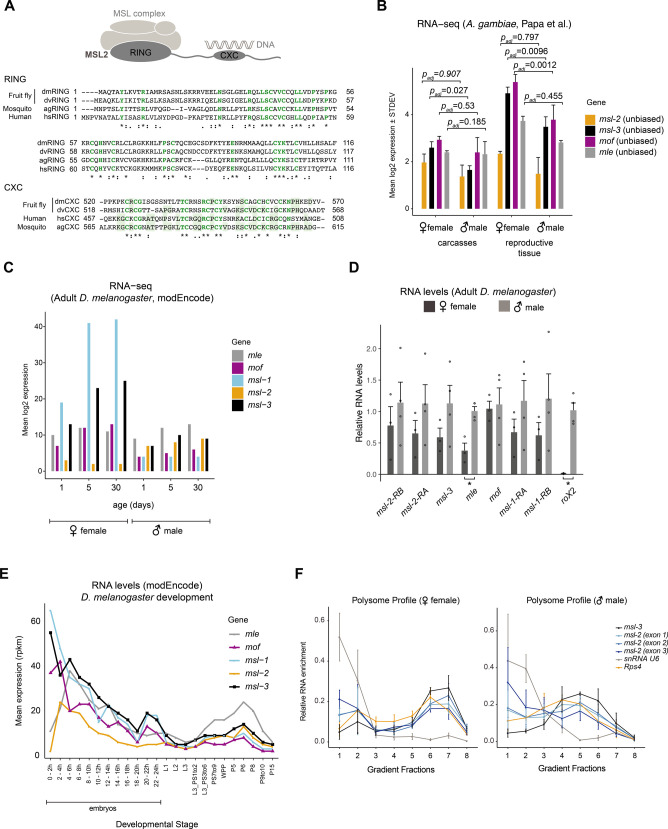
Analysis of MSL complex components in male and female *Anopheles gambiae*. **(A)** Sequence alignment of the MSL2 RING (top) and CXC (bottom) domains in *Drosophila melanogaster* (dm), *Drosophila virilis* (dv), *A. gambiae*, and *Homo sapiens*. Residues that are conserved in all four species are in green, for the CXC domain, residues that are conserved in any of the three other species are additionally shaded with a green background. **(B)** Bar plot of the mean log_2_ expression level and STDEV of *msl* genes, which were obtained from RNA-seq data of carcasses (somatic) and reproductive tissue of adult males and females published by Papa et al (2017). *Padj* and classification/bias values (legend) were obtained from Papa et al (2017). **(C)** Bar plot of the mean log_2_ expression level of *msl* genes in adult *D. melanogaster* males and females of the indicated age. The data were obtained from modEncode and downloaded from FlyBase. **(D)** RT-qPCR analysis of RNA levels of the indicated genes in adult *D. melanogaster* females and males. The RNA level of each gene was normalized to *RpL32* and expressed relative to the expression level in males. The bar plot represents the mean ± SEM with overlaid data points reflecting one biological replicate. -RA and -RB indicate two isoforms of *msl-2* and *msl-1*, respectively, as annotated in FlyBase. Significance was evaluated by a Wilcoxon rank sum test, *P-value < 0.05, details in Table S1. **(E)** Line plot of the mean expression level (rpkm) during development of *D. melanogaster*. The data were obtained from modEncode and downloaded from FlyBase. **(F)** Line plot displaying the mean ± SEM of *n* = 3 replicates of the relative RNA enrichment of *msl* genes and controls (*snRNA U6*, not translated; *Rps4* mRNA, translated) in each of the polysome-profile fractions (left: females; right: males). Fraction 1 corresponds to the top of the gradient, Fraction 8 to the bottom. Large particles such as ribosomes and polysomes sediment in the high % sucrose-containing fractions (4–8).

Assessing the expression level of the core MSL complex members by RT-qPCR from adult *Anopheles*, we found a modestly biased expression of *mof* and *mle* in males (Fig 1E, statistical analyses in Table S1). Since entire adult mosquitos contain the gonads, which could be introducing a bias, we also analyzed published RNA-seq data (Papa et al, 2017) of dissected carcasses (soma) and reproductive tissues (germline) (Fig S1B; modEncode and RT-qPCR data from Dmel as a comparison in Fig S1C and D). In this RNA-seq dataset, Agam *msl*s were all classified as not sex-biased. This discrepancy could be a consequence of differences in sensitivity (RT-qPCR versus RNA-seq), or alternatively, other tissues with male-biased expression present in the sample analyzed by us.

Next, we turned our attention to the expression pattern of *msl*s during *Anopheles* embryogenesis (mixed-sex data from Goltsev et al [2009]). *msl-3* and *mof* mRNA levels drop along development, whereas *mle* and *msl-2* appear continuously expressed (Fig 1F). In *Drosophila*, *msl-2* and *mle* expression exhibits a different pattern during embryogenesis, with a pronounced induction shortly after zygotic genome activation (ZGA) ([Lott et al, 2011; Samata et al, 2020], Fig S1E).

In *Drosophila*, both sexes express MOF and MLE proteins (Fig 1G and H [Kotlikova et al, 2006; Conrad et al, 2012]), and at least in some tissues, MSL1 and MSL3 are not only present in males, but also in females (Chlamydas et al, 2016; McCarthy et al, 2019 *Preprint*). However, posttranscriptional mechanisms prevent MSL2 protein expression in females thereby providing the DC function specifically to males (Beckmann et al, 2005). As antibodies against Agam MSL2 are unavailable, we assessed its protein production by polysome profiling. This revealed that unlike *Drosophila*, MSL2 protein is produced in both male and female mosquitos (Figs 1I and S1F).

### *msl-2* KO in *A. gambiae* triggers sex-independent phenotypes

Our observation that unlike *Drosophila*, MSL2 is expressed in both male and female mosquitos prompted us to investigate whether it is involved in sex-specific functions or in a more general role in gene expression regulation. We generated transgenic Agam for conditional KO of the Agam *msl-2* gene by CRISPR/Cas9 (Fig 2A, see the Materials and Methods section). We crossed *vasa-Cas9* mothers with *msl-2* gRNA transgenic fathers, where Cas9 protein is maternally deposited into the fertilized egg. This results in *msl-2* KO shortly after the onset of zygotic transcription of the paternally provided gRNA transgenes (Fig 2A). Compared to the controls, which completed embryonic development within around 42 h followed by hatching (Goltsev et al, 2007), the *msl-2* KO progeny displayed an arrest in early embryogenesis (Figs 2B and S2A). To analyze cell death, we performed TUNEL stainings in embryos collected at 6, 16 and 24 h after egg laying. TUNEL-stained cells could be detected in *msl-2* KO embryos around 16 h after egg laying and this became much more pronounced after 24 h of development (Figs 2C and S2B). Compared to Dmel, where MSL2 loss results in male-specific lethality beginning to manifest at the third instar larval stage (after around 5 d of development), this severe early embryonic phenotype affecting both sexes was unexpected. However, it was in line with expression analyses by RT-qPCR (see above), where both *msl-2* and *msl-3* are highly transcribed at ZGA, which occurs around 2–4 h after egg laying (Figs 2A and S2C). RNA levels of early patterning genes such as *hunchback*, *elovl* or *eve* as well as *msl-3* or the X-linked *AGAP000634* appeared rather unaffected in *msl-2* KO Agam (see below for transcriptome-wide analyses). RT–PCR from these mixed-sex populations collected at different time points after fertilization revealed that there were both males (assessed by expression of *Yob* [Krzywinska et al, 2016]) and females (assessed by female-spliced *Dsx* [Kyrou et al, 2018]) among the transcriptionally active population (Fig 2D). This was validated by single-embryo genotyping by qPCR, where we detected approximately equal numbers of males and females in the F1 embryos across different developmental time points (Fig 2E). Therefore, the proportion between the two sexes is unchanged by *msl-2* KO throughout embryogenesis until their arrest, indicating that both sexes are equally affected upon loss of MSL2.

**Figure 2:**
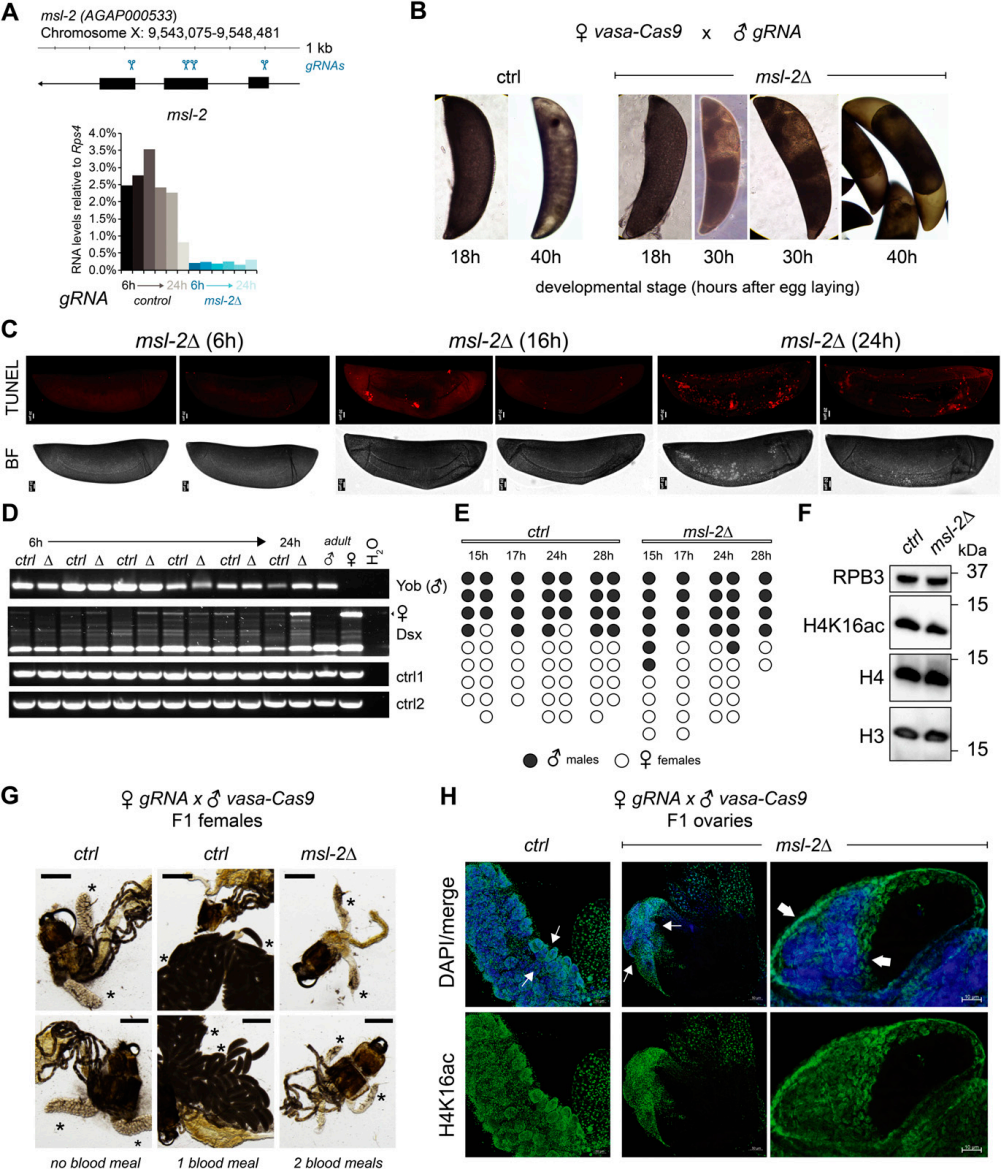
*msl-2* knockout in *Anopheles gambiae* triggers sex-independent phenotypes distinct from *Drosophila*. **(A)** Top: schematic representation of the *A. gambiae msl-2* gene and position of the four gRNAs that were used to generate gRNA-expressing transgenic mosquitos. Bottom: RT-qPCR analysis of msl-2 RNA levels in F1 progeny of *vasa-Cas9* mothers crossed with control (left, grey bars) or *msl-2* gRNA (right, blue bars) transgenic fathers. Each bar represents the progeny of one cross collected at the indicated time points after egg laying. **(B)** as in (A), representative pictures of control or *msl-2* gRNA-expressing transgenic F1 progeny embryos collected at the indicated time points after egg laying. The pictures were obtained with a 40× magnification on an inverted microscope. **(C)** as in (A), representative TUNEL staining and corresponding bright field (BF) images of *msl-2* gRNA-expressing transgenic F1 progeny embryos collected at the indicated time points after egg laying. The control embryos did not show a staining (Fig S2B). The pictures were cropped and rotated to orient them properly according to anterior-posterior and dorsal–ventral axis (uncropped pictures in Fig S2B). Scale bar = 20 μm. **(D)** cropped agarose gel of semi quantitative RT–PCR products obtained from mixed-sex F1 progeny obtained from crosses set as in (A). The RT was primed with gene-specific primers for the male-specifically expressed Yob, the primers for Dsx detect the splice variant exclusively present in females (upper band, arrow) or in both sexes (lower band). *ctrl1* and *ctrl2* RNAs serve as loading controls (see primer list). **(E)** Result of individual F1 embryo genotyping (cross as in [A]) as assessed by the expression of male-specific *Yob* by RT-qPCR. The single embryos were collected at the indicated time points after egg laying. *Rps4* was amplified as a control expressed in both males and females (not shown in figure). **(F)** Cropped immunoblots of extracts obtained from mixed-sex F1 embryos (cross as in [A]). RPB3 serves as a loading control. **(G)** representative pictures of dissected abdominal tissues of female F1 progeny obtained from crosses of *vasa-Cas9* fathers with control (ctrl) or *msl-2* gRNA-expressing mothers. The resulting *msl-2* KO is induced in the F1 germline tissue, stars point towards the ovaries. Blood feeding triggers egg laying in ctrl, but not *msl-2* KO embryos, where ovaries are completely atrophied. Scale bar = 500 μm. **(H)** Immunofluorescence for H4K16ac (green) in female F1 ovaries obtained from crosses as in (G). The pictures are single z-planes with scale bar = 50 μm (left and middle panel) or 10 μm (right panel) with DAPI shown in blue. Note the gross overall size and difference in tissue morphology. The arrows highlight the grape-shaped germ line tissue (see ctrl), which are highly atrophied (middle) or completely absent (right) in the KO females.

**Figure S2.**
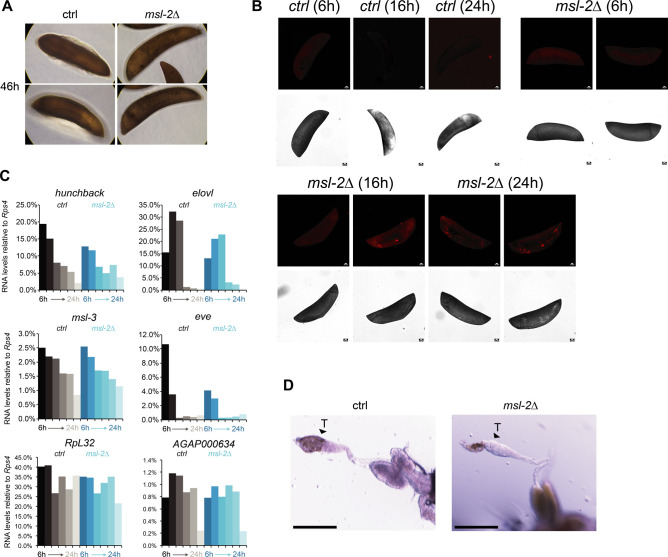
Analysis of MSL complex components in male and female *Anopheles gambiae*. **(A)** as in Fig. 2B; representative pictures of control or *msl-2* gRNA-expressing transgenic F1 progeny embryos collected at 46 h after egg laying. The pictures were obtained with a 40× magnification on a cell culture microscope. **(B)** as in Fig. 2C, representative TUNEL staining with pictures of *msl-2* gRNA-expressing transgenic F1 progeny embryos collected at the indicated time points after egg laying. The control embryos did not show a staining. Scale bar = 20 μm. **(C)** RT-qPCR analysis of the RNA levels of the indicated genes in F1 progeny of *vasa-Cas9* mothers crossed with control (left, grey bars) or *msl-2* gRNA (right, blue bars) transgenic fathers. Each bar represents the progeny of one cross collected at the indicated time points (hours) after egg laying. **(D)** as in Fig. 2H; representative pictures taken with a stereomicroscope of control or *msl-2* gRNA-expressing transgenic male F1 progeny testis (*vasa-Cas9* fathers crossed with gRNA-expressing transgenic mothers, scale bar = 320 μm).

In *Drosophila*, the loss of *msl-2* is linked to a bulk decrease of its downstream epigenetic mark, H4K16ac. When comparing *Anopheles* wild-type and *msl-2* KO embryo extracts by Western blot, we found no scorable differences in H4K16ac levels (Fig 2F). In summary, these findings point towards an essential function for MSL2 in both male and female mosquitos early in embryogenesis that is distinct from *Drosophila*.

We next crossed *msl-2* gRNA-expressing mothers with *vasa-Cas9* transgenic fathers, which induces a KO in germ line tissues of the F1 progeny. When F1 males were crossed to wild-type females, normal numbers of eggs were laid but those did not hatch, indicating that the F1 males were sterile (pictures of testis in Fig S2D). F1 females displayed a drastic atrophy of the ovaries and failed to lay eggs even after two consecutive blood meals, whereas in the control, a single blood feeding reliably triggered ovary development and egg laying (Fig 2G). This phenotype is again distinct from *Drosophila*, where *msl-2* KO females are fertile (Belote & Lucchesi, 1980). We performed immunofluorescence stainings of H4K16ac in female F1 KO ovaries (Fig 2H; note the different scale bars and overall differences in organ size in control compared with KO). A range in severity of phenotypes was observable. Most females displayed a complete absence of the germ line tissue, where only the wild-type somatic ovary epithelium was present. Some individuals exhibited a defective ovarian tissue that still contained an oocyte. Overall, the tissue architecture and morphology were drastically compromised upon *msl-2* KO in the female germ line (Videos 1 and 2). We conclude that MSL2 is essential for faithful progression of embryonic and germ line development in both male and female mosquitos.

Video 1 Z-stacks of Immunofluorescence of control *Anopheles gambiae* F1 ovary stained for H4K16ac (green) and DAPI (blue).Download video

Video 2 Z-stacks of Immunofluorescence of *msl-2* KO *Anopheles gambiae* F1 ovary stained for H4K16ac (green) and DAPI (blue).Download video

### MSL2 confers gene-by-gene regulation on all chromosomes

The early embryonic and pronounced germ line *msl-2* KO phenotypes could be a consequence of an additional function of the MSL complex in mosquitos compared with *Drosophila*, which could mask a phenotype related to regulating the *Anopheles* X chromosome. To analyze this, we characterized the transcriptome alterations upon loss of *msl-2* in *Anopheles* embryos, in particular with regards to the chromosomal location. We analyzed two different time points: 6–7 h after egg laying with *n* = 3 biological replicates and 15 h after egg laying with *n* = 2 biological replicates (Fig S3A; we also generated a single dataset at 24 h after egg laying, which was only considered for qualitative analyses). 

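RNA from mixed-sex F1 embryos of each *Anopheles* collection was sequenced as stranded, polyA-selected paired-end libraries, and the authors deposited the raw number of reads counted on each of 13769 genes in 12 libraries. The libraries comprise 3 controls and 3 *msl-2* KO at 6–7 h after egg laying, 2 of each at 15 h and 1 of each at 24 h. Within the 6–7 h group, 1 control and 1 KO library are titled 6 h and all others 7 h. Between 19754481 and 26093818 counts per library fell on genes. At 6–7 h the median was 20980852 in controls and 24889667 in KO libraries, and at 15 h it was 23901070 in controls and 23752722.5 in KO libraries. The targeted gene, *msl-2* (AGAP000533), had 271, 813 and 95 counts in the 6–7 h controls and 22, 57 and 41 in the 6–7 h KO libraries. At 15 h it had 858 and 914 counts in controls and 236 and 312 in KO libraries, which left 31.6% of the control mean in counts per library size (CPM). In the library labelled *msl-2* KO at 24 h, *msl-2* stood at 78.0% of the control, with 387 counts against 474. Differential expression was computed at 6–7 h and at 15 h separately with edgeR's quasi-likelihood test after TMM normalization, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called DE. The biological coefficient of variation common to all genes was 0.517 at 6–7 h and 0.237 at 15 h.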

Because it is not possible to phenotypically separate sexes at this stage, we performed RNA-seq experiments from mixed embryo populations. To validate that this approach per se permits capturing effects on DC of the X, we performed an equivalent experiment from a mixed male and female Dmel embryo population (Fig 3A). 

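For *Drosophila*, the deposited raw counts cover 17558 genes in 8 libraries of overnight embryo collections, 4 from non-fluorescent *msl-2* mutants and 4 from fluorescent heterozygous siblings that carry CyO-GFP. Counts on genes totalled between 25625159 and 35766495 in mutants (median 30647089) and between 29373235 and 37110497 in heterozygous controls (median 30515357). In the mutants, *msl-2* fell by 1.98 on the log2 scale (standard error 0.16, adjusted p = 2.84e-05 from edgeR's quasi-likelihood test). The mutant library tagged C6 retained 15.5% of the mean *msl-2* level of the controls, and C7, C8 and C9 retained 27.4%, 28.8% and 28.9%. The noncoding RNAs of the complex were lower too, *roX1* with a log2 fold change of -3.04 (standard error 0.15, adjusted p = 1.97e-06, edgeR) and *roX2* with one of -2.72 (standard error 0.20, adjusted p = 1.66e-05). Transcripts of *msl-1* and *msl-3* were higher in mutants, with log2 fold changes of 0.64 (adjusted p = 0.0124) and 0.53 (adjusted p = 0.00180, edgeR), whereas *mle* (0.06, adjusted p = 0.702) and *mof* (0.24, adjusted p = 0.115) were not called. The common biological coefficient of variation of this dataset was 0.133.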

We scored differentially expressed (DE) genes using DESeq2 with a false-discovery rate (FDR) cutoff of <0.05 in control versus *msl-2* KO (Fig S3B and Tables S2 and S3). As expected from the role of Dmel MSL2 in regulating the X chromosome, we made the following observations in the *Drosophila* dataset: First, X-linked genes are significantly overrepresented among all down-regulated genes in the *msl-2* KO embryos (Fig 3B, 717 of 1,304 genes, Fisher’s exact test *P* = 1.65645 × 10^−273^). 

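Of 10909 tested *Drosophila* genes, 979 were called down-regulated and 1233 up-regulated in the mutants. In 2116 of these DE genes no mutant library overlapped the controls. Among the 961 down-regulated genes with a chromosomal location, 560 were X-linked (58.3%), compared with 1697 of the 10691 tested genes with a location (15.9%). The odds ratio for X-linked against autosomal genes was 10.6 (2-sided Fisher's exact test, p = 2.02e-226). X-linked genes were depleted among up-regulated genes, with 64 of 1216 and an odds ratio of 0.27 (Fisher's exact test, p = 4.01e-33). The smallest p-values among down-regulated genes belonged to *Amy-d* (log2 fold change -7.19), *Ugt317A1* (-1.58) and the noncoding *roX1*, and among up-regulated genes to *dah* (5.22), *CG8160* (1.96) and *pim* (4.92). Whereas *roX1* and *dah* are X-linked, *Amy-d*, *Ugt317A1* and *CG8160* lie on 2R and *pim* on 2L. Controls carry the CyO balancer of this chromosome and mutants do not, so its genes may differ for that reason instead of the loss of *msl-2*. The number of DE genes moved most when size factors came from rRNA genes, which left 213. Only 2 rRNA genes have counts in every library, and the mitochondrial large rRNA gene holds 99.995% of rRNA counts. With size factors from that gene alone, chosen after seeing the data, 1109 genes were called, so the 213 lean on an rRNA gene with few counts. The number of DE genes also rested on the mutant library C6, without which 3435 genes were called, 2182 of them among those called with all libraries. X-linked genes then made up 859 of 1704 down-regulated genes (50.4%). The paper presents the overrepresentation of X-linked genes as what the role of *Drosophila* MSL2 in regulating the X chromosome predicts.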

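Across all tested *Drosophila* genes, called or not, the median log2 fold change of X-linked genes was -0.28, and the X-linked median of each mutant library lay between -0.31 and -0.24 relative to the mean of the controls. Of these genes, 83.9% had a log2 fold change below 0, compared with 43.6% of genes on 2L, 2R, 3L and 3R. The 1073 X-linked genes that were not called had a median of -0.20. To treat libraries as replicates, the mean log2 CPM of autosomal genes was subtracted from that of X-linked genes in each library. The difference was -0.166 ± 0.028 (SD, n = 4) in mutants and 0.136 ± 0.0066 (SD, n = 4) in heterozygous controls, a shift of -0.30 (2-sided exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). With each library left out in turn the shift stayed between -0.31 and -0.29.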

Second, genes on the X chromosome are globally down-regulated, irrespective of whether a gene is scored as DE or not (Fig 3C, statistical analyses in Table S1). Furthermore, autosomes are moderately up-regulated. 

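Median log2 fold changes in the *Drosophila* mutants were 0.037 on 2L, 0.042 on 2R, 0.029 on 3L and 0.042 on 3R. On each of these arms the median of every mutant library lay above that of every control library (2-sided exact permutation test, p = 0.0286 for each arm). The medians of single mutant libraries ranged from 0.019 on 2L to 0.087 on 3R, the latter in C6. For all autosomal genes of these arms together the median was 0.039, and 0.027 without the 321 genes up-regulated by more than 1 on the log2 scale. The position of 0 depends on the scaling, and the autosomal median was 0.055 with library sizes alone, -0.0067 with TMM factors from autosomal genes, which places these genes near 0 by construction, and -0.42 with rRNA size factors, which moved the median of all genes to -0.46. Scaled to the mitochondrial large rRNA gene alone, an alternative chosen after seeing the data, the autosomal median was 0.045. The -0.42 therefore leans on the remaining rRNA counts, which are few. The X-linked median minus the autosomal median was -0.32 with TMM and between -0.32 and -0.31 under the other scalings. The fourth chromosome had a median of -0.15 over 88 tested genes, and without the mutant library C6 it was -0.043. Library medians on this chromosome ran from -0.46 in C6 to -0.028 among the mutants (2-sided exact permutation test against the controls, p = 0.0571).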

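The median log2 fold change of the 979 down-regulated *Drosophila* genes was -0.45, and that of the X-linked genes among them was -0.43. Genes enter this list by passing the threshold, so its median lies further from 0 than the median of all X-linked genes, called or not.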

Third, the fold change/extent of the down-regulation occurs in a range that is consistent with an approximately twofold, DC-like effect (Fig 3A; log_2_FC of −0.415 assuming a 50:50 male:female population, where males are affected by twofold and females are unaffected; grey bar). Indeed, the majority of the downregulated genes (1,103 of 1,304) are reduced to 25–75% of control levels. 

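By the log2 fold changes of edgeR, 544 of the 979 down-regulated *Drosophila* genes remained at 25–75% of control levels, 413 were above 75% and 22 at or below 25%. Of the X-linked down-regulated genes, 308 fell in the 25–75% range. With DESeq2, 618 of 1232 down-regulated genes lay in this range, and 572 with shrunken fold changes (betaPrior). Without the mutant library C6 the count was 636 of 1737, compared with 544 when it was included.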

We conclude that X-linked perturbations due to defective DC can be reliably scored from such a mixed-population experiment.

Table S2 List of differentially expressed genes (DESeq2) in *Anopheles gambiae msl-2* KO embryos (15 h after egg laying).

Table S3 List of differentially expressed genes (DESeq2) in *Drosophila melanogaster msl-2* KO embryos (overnight collection).

**Figure S3.**
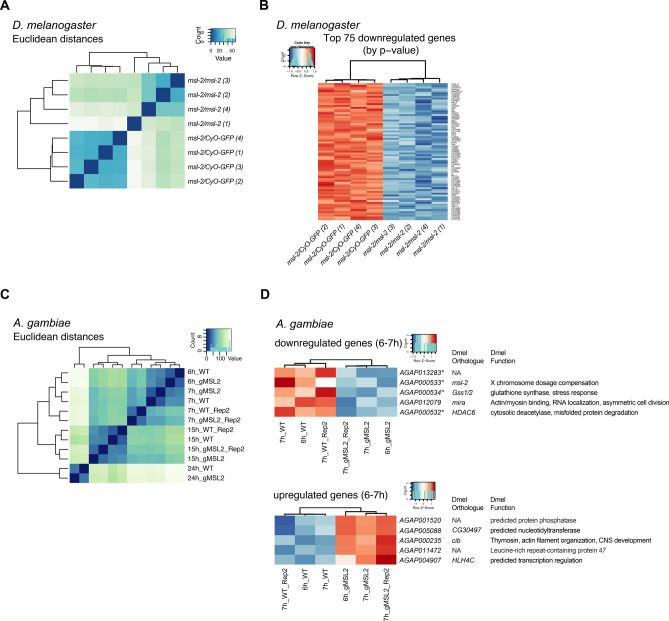
Transcriptome alterations upon loss of *msl-2* in *Anopheles gambiae* and *Drosophila melanogaster*. **(A)** RNA-seq experiment in *D. melanogaster*. The heat map illustrates the euclidean distances between all *D. melanogaster* RNA-seq samples and replicates. **(B)** RNA-seq experiment in *D. melanogaster*. Heat maps of the Top75 (by *Padj*) down-regulated genes in homozygous *msl-2*^Δ^*/msl-2*^Δ^ null mutant compared with the heterozygous control *msl-2*^Δ^*/CyO-GFP* embryos. **(C)** RNA-seq experiment in *A. gambiae*. The heat map illustrates the euclidean distances between all *A. gambiae* RNA-seq samples and replicates. Note that the different time points cluster together, indicating that the effect of transcriptome alterations along embryogenesis are larger than the effect of *msl-2* KO. **(D)** RNA-seq experiment in *A. gambiae*; Heat maps of all down-regulated (top) and up-regulated (bottom) genes in 6–7 h F1 *A. gambiae* embryos obtained from *vasa-Cas9* mothers crossed with control (referred to as WT) or *msl-2* gRNA (gMSL2) transgenic fathers. The *D. melanogaster* (Dmel) orthologue and function in *Drosophila* are described. The asterisk (*) denotes genes that are directly adjacent to the *msl-2* gene and are likely disrupted as a direct consequence of the gRNAs cutting the locus. NA, no orthologue annotated.

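Euclidean distances between the 12 *Anopheles* libraries were computed on the log2 CPM (prior count 2) of 11246 genes. Pairs of a control and a KO library of the same time point were 107 apart on average over 14 pairs, and libraries of different time points 210 over 44 pairs, a ratio of 0.510. The ranges overlapped, since 8 of the pairs of different time points were closer than the widest pair of control and KO. At 6–7 h, libraries of one condition lay 132 apart on average and control and KO libraries 116. At 15 h the mean distances were 74.0 within a condition and 94.7 between control and KO, and at 24 h the control and the library labelled KO were 75.2 apart. Each library was also placed on an axis from the mean of the 6–7 h controls (0) to the 24 h control (1). On this axis the 15 h controls stood at 0.576 and 0.524 and the 15 h KO libraries at 0.405 and 0.419, and the 24 h library labelled KO at 0.970.

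**Figure D1:**
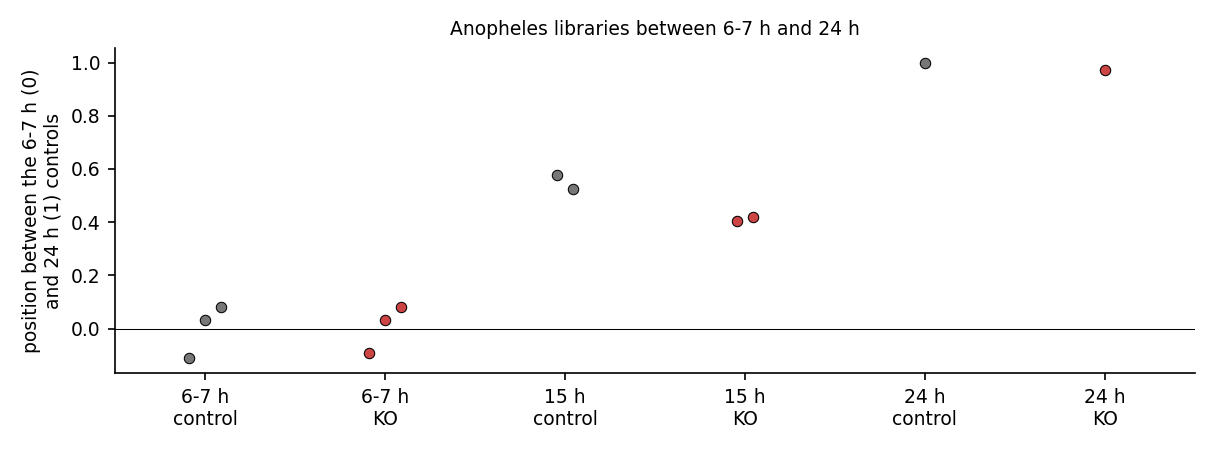
Position of each *Anopheles* library (points; grey, control; red, *msl-2* KO) on the vertical axis, which has no unit and runs from the mean of the 6–7 h controls (0) to the 24 h control (1). Both 15 h KO libraries, at 0.405 and 0.419, lie below both 15 h controls, and the 6–7 h libraries spread on either side of 0 in both conditions.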

**Figure 3.**
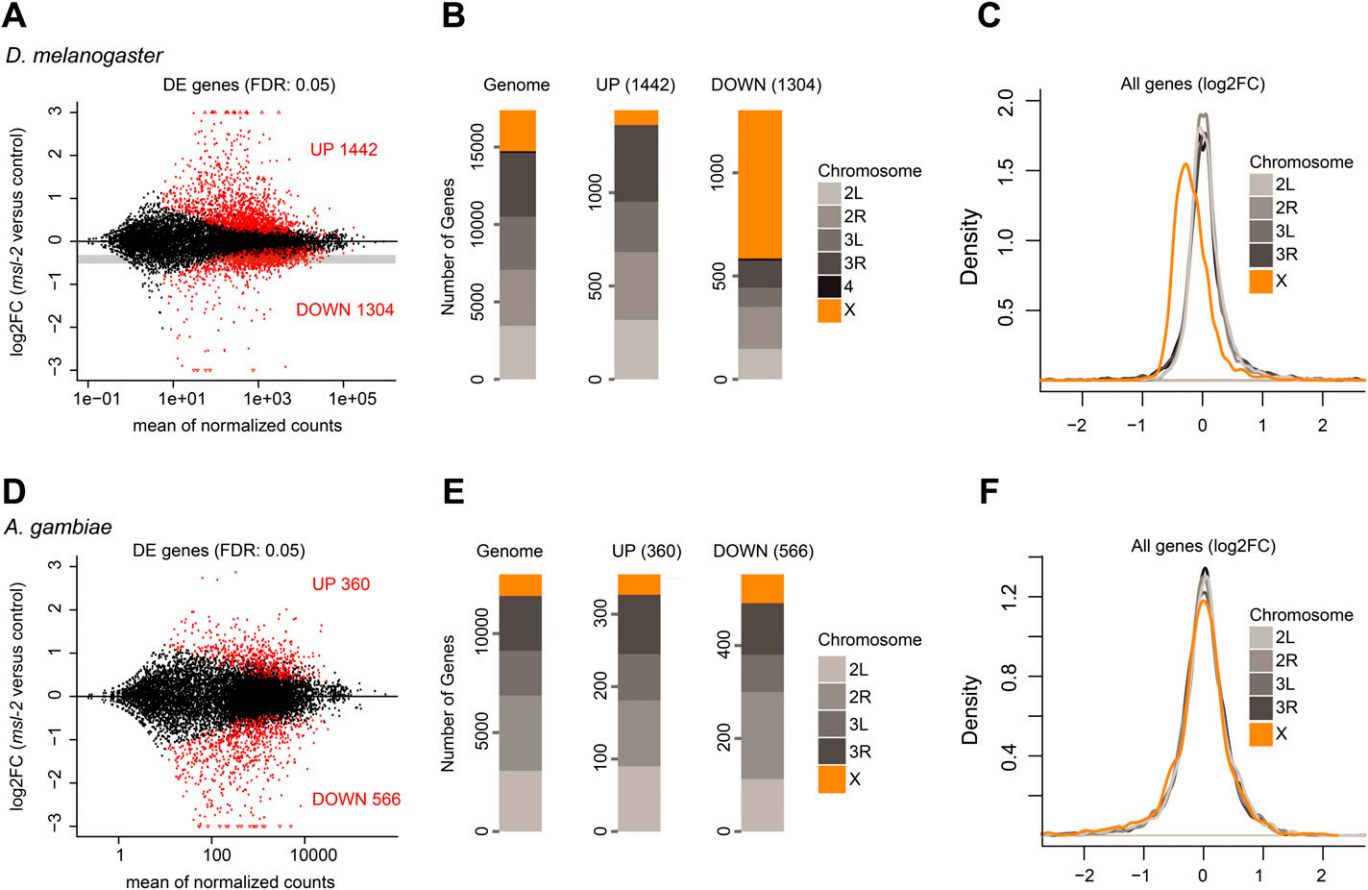
Transcriptome alterations upon loss of *msl-2* in *Drosophila melanogaster* and *Anopheles gambiae* embryos. **(A)** RNA-seq experiments were conducted on *Drosophila melanogaster* F1 embryos obtained from crosses of *msl-2*^Δ^*/CyO-GFP* fathers with *msl-2*^Δ^*/CyO-GFP* mothers. Non-fluorescent *msl-2*^Δ^*/msl-2*^Δ^ null mutant embryos (abbreviated as *msl-2*) were compared with fluorescent *msl-2*^Δ^*/CyO-GFP* heterozygous controls. MA-Plots showing normalized counts versus the log_2_(fold change) obtained with DESeq2. Differentially expressed (DE) genes (false-discovery rate < 0.05) are colored in red and the number of DE genes is reported in each panel. The grey-shaded bar indicates the expected log2FC position of down-regulated genes with a dosage compensation-like effect affected in only males but not females in a 50:50 mixed-sex population. See Table S1 for mapping statistics. **(B)** RNA-seq as in (A), Bar plot for the number of DE genes with respect to their location on the chromosomal arms. **(C)** RNA-seq as in (A), Density plots of the log_2_(fold change) obtained with DESeq2 for genes on each of the indicated chromosomal arms. All genes were taken into account for the analyses, irrespective of whether they are scored as DE or not. **(D)** RNA-seq experiments were conducted on *A. gambiae* F1 embryos collected at 15 h after egg laying obtained from crosses of *vasa-Cas9* mothers with control or *msl-2* gRNA-expressing fathers. MA-Plots showing normalized counts versus the log_2_(fold change) obtained with DESeq2. DE genes (false-discovery rate < 0.05) are colored in red and the number of DE genes is reported in each panel. See Table S1 for mapping statistics. **(E)** RNA-seq as in (D), Bar plot for the number of DE genes with respect to their location on the chromosomal arms. **(F)**, RNA-seq as in (D), Density plots of the log_2_(fold change) obtained with DESeq2 for genes on each of the indicated chromosomal arms. All genes were taken into account for the analyses, irrespective of whether they are scored as DE or not.

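At 6–7 h after egg laying, 9129 *Anopheles* genes were tested and 0 were called DE, with a smallest adjusted p of 0.999. At an unadjusted p under 0.05 there were 319 genes, 97 lower and 222 higher in the KO. This is less than the share of 0.05 of tested genes that chance alone gives, so it is no sign of changes below the threshold. The alternative that moved the number of DE genes most was DESeq2, with 2 up-regulated and 4 down-regulated genes. Counts were simulated with the dispersion of these libraries and 200 genes changed by 1 or 2 on the log2 scale. EdgeR called 46 of them, along with 2 unchanged genes, so it would have missed most changes of this size. DESeq2 called 99, along with 68 unchanged genes, with 24% of changes by 1 and 75% of changes by 2. Neither the fits given here nor the simulations paired KO with control libraries. Deviations from the group means correlated by 0.85 for A1 and A2, 0.71 for A3 and A10 and 0.85 for A9 and A4. A fit with such pairs was not run, so the 0 DE genes and these detection rates hold for fits without them. The mean difference between X-linked and autosomal log2 CPM was -0.119 ± 0.078 (SD, n = 3) in KO libraries and -0.083 ± 0.136 (SD, n = 3) in controls (2-sided exact permutation test, p = 0.700, where 3 libraries against 3 cannot give a p below 0.100).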

For *Anopheles*, we first inspected the earlier dataset around 6–7 h after egg laying, and found few gene expression changes in *msl-2* KO embryos (Fig S3C and D). 

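*msl-2* (AGAP000533) stood at 9.21% of the control mean in the 6–7 h KO libraries, a log2 fold change of -3.44 (standard error 0.81). With each library left out in turn, *msl-2* had log2 fold changes between -3.87 and -2.43. Its neighbours were lower as well, AGAP013283 by a log2 fold change of -2.90 (standard error 0.48), AGAP000534 by one of -2.12 (standard error 0.38) and AGAP000532 by one of -1.21 (standard error 0.18). AGAP012079, the orthologue of *mira*, had a log2 fold change of -1.05 (standard error 0.20). For each of these genes every KO library was below every control library, and edgeR's adjusted p was 0.999. With DESeq2 the adjusted p was 0.00729 for *msl-2*, 7.75e-06 for AGAP013283, 0.00193 for AGAP000534, 0.00729 for AGAP000532 and 0.118 for AGAP012079. Of the genes shown as up-regulated in Fig S3D, AGAP004907, the orthologue of *HLH4C*, had 0 to 4 counts in controls and 25 to 136 in KO libraries, and AGAP011472 had a log2 fold change of 1.02. AGAP001520 (0.93), AGAP005088 (1.03) and AGAP000235 (0.86) were higher in every KO library. At 15 h the neighbours AGAP013283, AGAP000534 and AGAP000532 had log2 fold changes of -1.77, -1.46 and -0.46.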

A total of five significantly down-regulated genes (FDR < 0.05) included *msl-2* itself, three transcripts directly adjacent to *msl-2*, and the orthologue of Dmel *mira*, an actin/myosin binding protein. These limited changes suggest that the aforementioned phenotypes (Fig 2) likely arise from loss of *msl-2*, rather than from Cas9 off-target effects. Because ZGA occurs after around 3 h of development (Goltsev et al, 2007), this also implies that ZGA and early embryo development occurs faithfully without *msl-2*. 

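At 15 h after egg laying, 9739 *Anopheles* genes were tested, of which 151 were called down-regulated and 29 up-regulated with 2 libraries per condition. In all 180 DE genes the KO and control libraries did not overlap, which a call with so few libraries nearly requires. The smallest p-values among down-regulated genes belonged to AGAP029070 (log2 fold change -3.93, standard error 0.21), *SPZ6* and AGAP002157 (-5.41, standard error 0.31), and among up-regulated genes to AGAP008632 (1.83, standard error 0.15), AGAP010854 (3.23, standard error 0.30) and AGAP003767 (1.67, standard error 0.17). The count changed with the processing, to 304 up-regulated and 512 down-regulated genes from DESeq2 and 3 down-regulated genes when all 12 libraries shared one fit. A block by neighbouring library tags, which no label states as pairs, gave 273 up-regulated and 389 down-regulated genes with edgeR. On simulated counts, edgeR called 123 of 200 changed genes with 14 unchanged ones, and DESeq2 150 with 43. All 180 genes are also in the paper's Table S2, in the same direction. Of the 925 genes of that table that were tested, every gene had the same sign and an unadjusted p under 0.05. The paper's list comes from the same libraries, so the match is not independent evidence.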

We turned our attention to the 15 h after egg laying time point, where we found 566 down-regulated transcripts, as well as 360 up-regulated transcripts (Fig 3D). Distinct from *Drosophila* (orange bars in Fig 3B, Fisher’s exact test in Dmel *P* = 1.65645 × 10^−273^, see above), the fraction of X-linked, down-regulated genes in *Anopheles* tends to only reflect the overall proportion of X chromosomal genes in the genome (orange bars in Fig 3E, *n* = 62 of 566, Fisher’s exact test *P* = 0.007221). In addition, the extent of the perturbations was much more pronounced compared with *Drosophila*, as the majority of down-regulated targets (523 of 566) were affected by at least 75% or more (Tables S2 and S3 and Fig 3D). 

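Among the 149 down-regulated *Anopheles* genes placed on an arm, 21 were X-linked (14.1%), compared with 836 of 9368 tested genes (8.92%). The odds ratio was 1.69 (2-sided Fisher's exact test, p = 0.0406). With the calls of DESeq2, 53 of 500 genes were X-linked, an odds ratio of 1.26 that no longer passed the threshold (Fisher's exact test, p = 0.124). Against all genes of the table instead of the tested genes, the odds ratio was 1.83 (Fisher's exact p = 0.0158). Of the 29 up-regulated genes 3 were X-linked (odds ratio 1.18, Fisher's exact p = 0.741). Down-regulated genes numbered 22 on 2L, 62 on 2R, 15 on 3L and 29 on 3R. Genes were placed on arms by their order in the table between genes of known location, a step chosen after the data were examined.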

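By the log2 fold changes of edgeR, 76 of the 151 down-regulated *Anopheles* genes at 15 h were at or below 25% of the control level, and 151 were at or below 50%. The median log2 fold change of these genes was -2.01. With DESeq2, 148 of 512 down-regulated genes were at or below 25% of control, 406 at or below 50% and 512 at or below 75%. With shrunken fold changes (betaPrior), 63 of 507 were at or below 25% and 342 at or below 50%. On simulated counts with 2 libraries per condition, edgeR called 37% of genes changed by 1 and 86% of those changed by 2 on the log2 scale, compared with 82% and 98% for the *Drosophila* design.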

An overall down-regulation of the X chromosome or an up-regulation of autosomes was also not detectable in the *Anopheles* dataset (Fig 3F and Table S1). 

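At 15 h the *Anopheles* medians were 0.012 on 2L, -0.014 on 2R, -0.0017 on 3L, 0.021 on 3R and -0.038 on X (2-sided exact permutation test on the library medians of X, p = 0.667). X-linked minus autosomal log2 CPM averaged 0.073 ± 0.042 (SD, n = 2) in KO libraries and 0.132 ± 0.030 (SD, n = 2) in controls, a shift of -0.059 (2-sided exact permutation test, p = 0.333, the smallest p that 2 libraries against 2 allow). As a difference of medians over genes the shift was -0.113. With each library left out in turn it lay between -0.086 and -0.022. A shift of -0.3 put into simulated counts of this design was found as -0.294. Simulated genes varied independently, without changes shared by the genes of a library. The recovery therefore does not show what 2 real libraries against 2 could reveal. From the location of the DE genes and the fold changes on each arm, the paper concludes that the loss of MSL2 in *Anopheles* affects genes on all chromosomes.

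**Figure D2:**
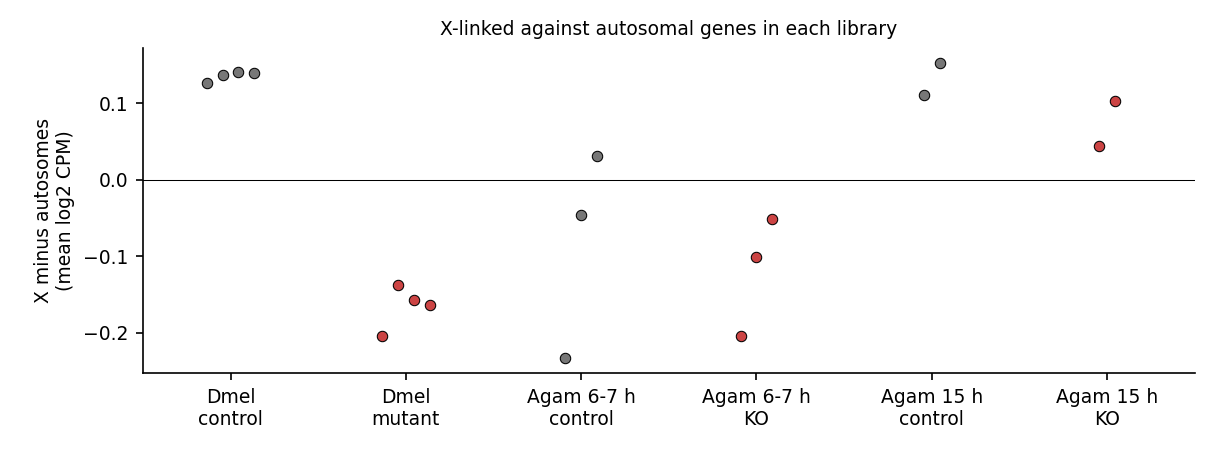
Mean log2 CPM of X-linked genes minus that of autosomal genes (vertical axis), one point per library (grey, control; red, *msl-2* mutant or KO). All *Drosophila* mutant libraries lie below all controls. The *Anopheles* libraries overlap at 6–7 h, and at 15 h both KO libraries lie below both controls, by 0.059 on average.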

We conclude that loss of MSL2 in *Anopheles* embryos leads to global changes in gene expression affecting all chromosomes (for functional analyses on MSL2-evoked transcriptome alterations not related to X-chromosome–wide DC see below).

### Tissue-specific distribution of histone H4 lysine 16 acetylation in *A. gambiae*

The induction of a subnuclear territory enriched for an epigenetic mark in one of the sexes (H4K16ac in male Dmel, histone H3 lysine 27 trimethylation [H3K27me3] in female mammals, and histone H4 lysine 20 monomethylation [H4K20me1] in hermaphrodite *Caenorhabditis elegans*) is a characteristic feature of all known DC systems (Wells et al, 2012). To analyze this, we performed immunostainings in adult male and female mosquitos and characterized the tissue-specific enrichment of H4K16ac, in particular with regards to the presence of a X chromosome territory (Fig 4A). H4K16ac exhibited homogeneous staining of the entire nucleus in male midguts (panel 4) and Malpighian tubules (panel 3). The testis (panels 1 and 2) showed a staining pattern where H4K16ac levels were varying across the different cellular stages of sperm differentiation. The early germ cells appeared enriched, wereas the more mature, transcriptionally inert stages (e.g., spermatocytes) were depleted of H4K16ac. This cell type–specific pattern of H4K16ac in the testis was antagonized by the presence of the repressive mark H3K27me3 (Fig S4A). In females, the midguts and Malpighian tubules displayed a similar staining pattern for H4K16ac as in males (Fig 4B, panels 2 and 3; Fig 4C and D for a comparison of Agam to the X chromosome territory in Dmel). The somatic cells of the ovaries showed a high staining intensity and the oocyte itself was H4K16ac-positive. Similar to males, H3K27me3 was homogeneously staining the female nucleus and showed a tissue-specific distribution, where H4K16ac high cells displayed low levels of H3K27me3 and vice versa (Fig S4B). However, despite extensive analyses, we could not identify any cell type in adult *Anopheles* that showed a nuclear substructure akin to a putative X chromosomal territory that is marked by H4K16ac.

**Figure 4.**
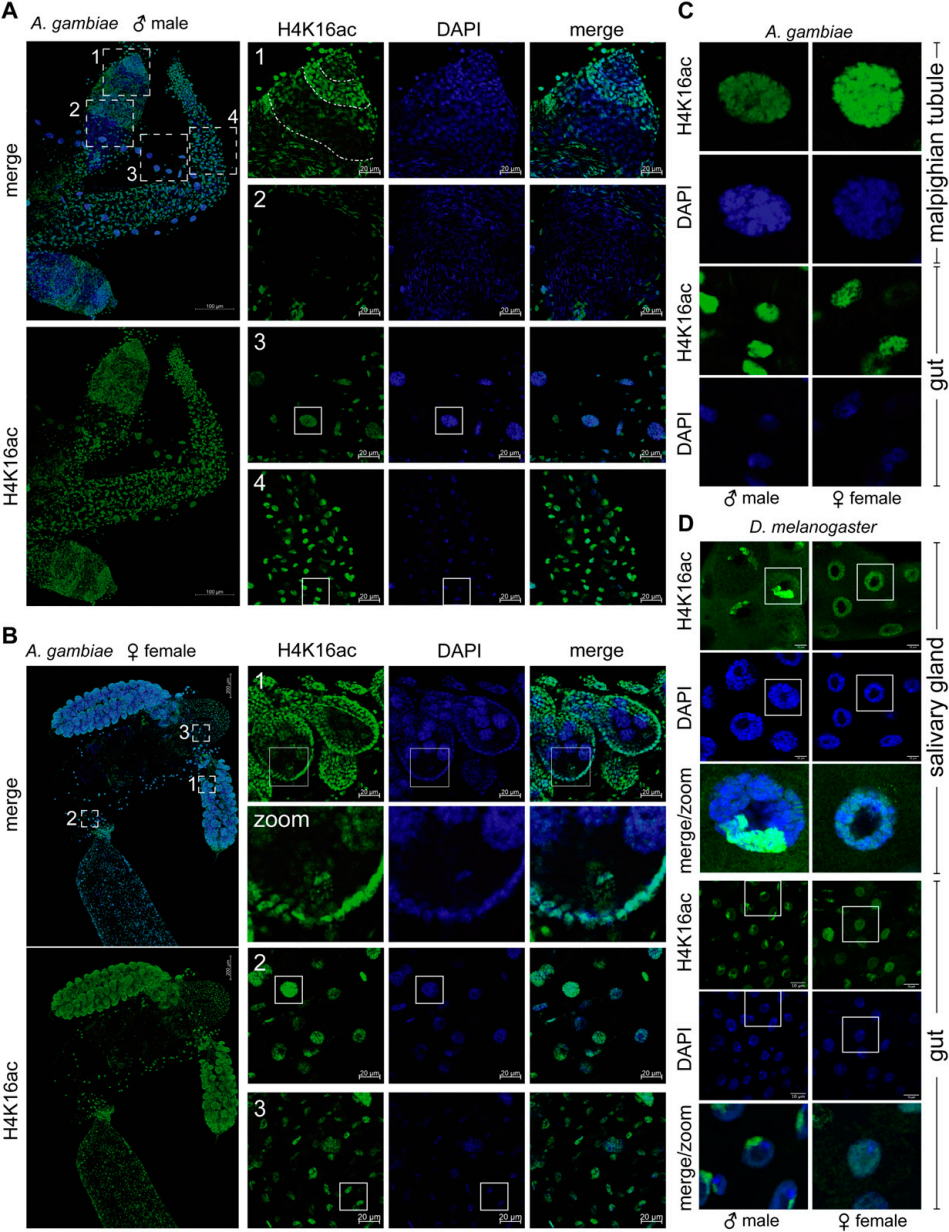
Tissue-specific distribution of Histone H4 Lysine 16 acetylation in *Anopheles gambiae*. **(A)** Immunofluorescence for H4K16ac (green) in adult male *A. gambiae* organs. The areas 1 and 2 highlight the testis, 3 the Malpighian tubules, and 4 the gut. The pictures are orthogonal projections of a z-stack with scale bar = 100 μm. The panels 1–4 on the right are single z-planes, where the highlighted areas were imaged at a higher magnification, scale bar = 20 μm. DAPI is shown in blue. **(B)** as in (A), but in adult female *A. gambiae* organs. The areas 1 highlight the ovary, 2 the Malpighian tubules and 3 the gut. The image labelled “zoom” shows a closeup of the ovarian area highlighted with the solid white rectangle (same image cropped and zoomed). **(C)** close-up of nuclei in Malpighian tubules (polyploid) or guts (diploid) that are highlighted with a solid white rectangle in (A, B). **(D)** Immunofluorescence for H4K16ac (green) in male and female *Drosophila* salivary glands (polyploid) and guts (diploid). The pictures are single z-planes with scale bar = 20 μm and DAPI shown in blue. The bottom panel shows a close-up of one nucleus in each males and females (same image zoomed).

**Figure S4.**
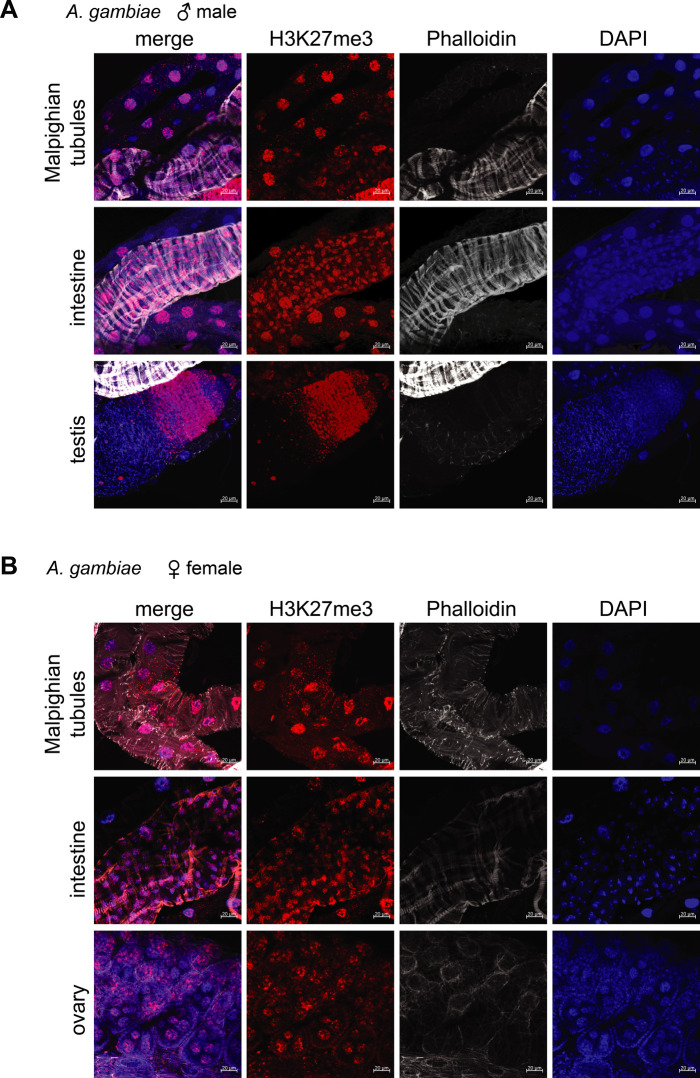
Immunofluorescence of H3K27me3 in male and female *Anopheles gambiae* organs. **(A)** Immunofluorescence for H3K27me3 (red) in adult male *A. gambiae* organs. The pictures are orthogonal projections of a z-stack with scale bar = 20 μm. DAPI is shown in blue, the phalloidin-staining in grey. In mammals, but not *A. gambiae*, H3K27me3 is enriched on the inactive female X chromosome and forms a territory. **(B)** as in (A), but in adult female *A. gambiae* organs.

### Genome-wide profiles reveal H4K16ac on active genes in mosquitos

The fact that H4K16ac is not associated with a territory in *Anopheles* could be a consequence of a less pronounced X chromosome enrichment and hence, immunofluorescence not being sensitive enough to score it. We therefore generated high-resolution MNase-ChIP-seq profiles of H4K16ac, as well as a total H3 control from adult male and female mosquitos. We segmented the genome into 2 kb bins and analyzed the Input normalized ChIP enrichment on each of the chromosomal arms (Fig 5A). Although this approach readily revealed H4K16ac enrichment on the Dmel male X chromosome (Valsecchi et al, 2018), both *Anopheles* males and females looked rather similar to *Drosophila* females. Next, we used an unsupervised clustering approach to identify different enrichment patterns at male in comparison with female transcription start sites (TSSs) (Fig 5B). In *Drosophila*, this approach revealed a Cluster 1, which displays a markedly higher and broad enrichment of H4K16ac in males, but not females. Cluster 1 consisted exclusively of X-chromosomal genes (Fig 5C). Cluster 2 shows a TSS-proximal H4K16ac signal in both males and females. In contrast to *Drosophila*, the clustering approach did not reveal differences at TSS between male and female mosquitos (Fig 5B) and/or a predominant enrichment of X-linked genes in any of the clusters (Fig 5C). Overall, the H4K16ac enrichment on genes was highly correlated between Agam males and females, but did not show the striking enrichment as on Dmel male X-linked genes (Fig S5A and B; see Fig S5C for Dmel H4K16ac data from different tissues). In line with H4K16ac promoting transcription, the level of H4K16ac on *Anopheles* genes (low to high by ChIP enrichment in quartiles Q1-Q4) was correlating with low to high read counts at the RNA expression level in RNA-seq (Fig S5D). Agam genes that showed the highest levels of H4K16ac were involved in biological processes broadly involving cellular metabolism and provided molecular functions such as “RNA binding,” “signaling receptor activity” or “molecular transducer activity” (Fig S6A). Our findings were corroborated by visual inspection of the ChIP data in the genome browser (Fig 5D and E). Compared to the H3 control, H4K16ac in *Anopheles* appeared clearly enriched on individual, active genes on both X and autosomes. This indicates that TSS-proximal H4K16ac promotes gene expression in a similar fashion in Agam males and females and thereby serving a more general role in gene regulation, instead of sex-specific functions.

**Figure 5.**
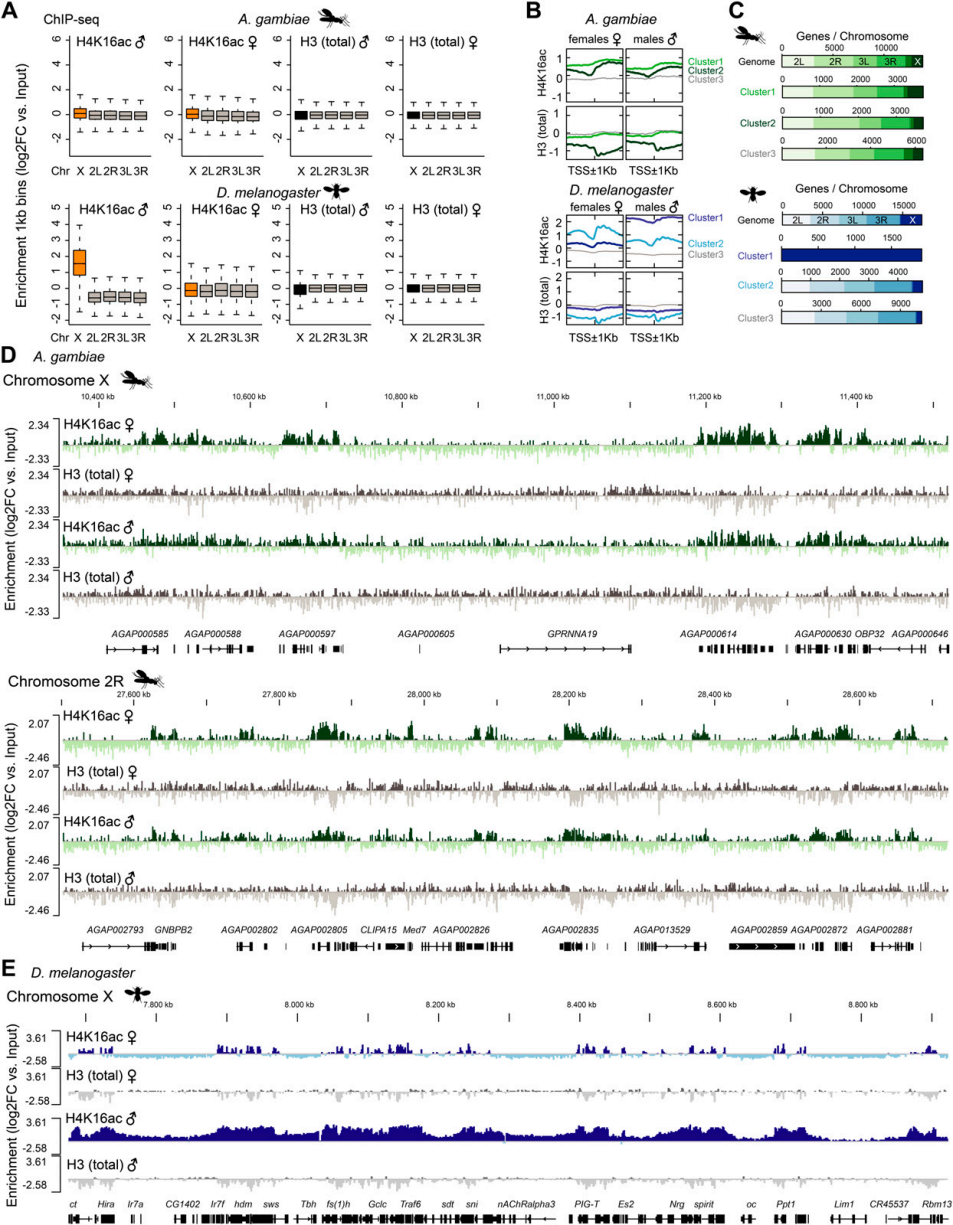
Genome-wide profiles reveal H4K16ac on active genes, but no male-specific X chromosome enrichment. **(A)** ChIP-seq profiles for total Histone H3 and H4K16ac in *Anopheles gambiae* were generated from dissected adult midguts, in *Drosophila melanogaster* from L3 third instar larvae. Box plots show the mean log_2_(fold change) ChIP versus Input enrichments per 1 kb bin on each of the chromosomal arms. The biological replicates were merged (also see the Materials and Methods section). **(B)** as in (A), three unsupervised K-means clusters were generated from the log_2_(fold change) H4K16ac ChIP versus Input data. The transcription start site of each Agam or Dmel gene served as a reference point, while plotting the mean enrichment profile ± 1 kb. **(C)** as in (B), the bar plots show the chromosomal location of the genes present in clusters 1–3 compared to the overall number of genes on each of the chromosomal arms. **(D)** as in (A), genome browser snapshots of the normalized ChIP enrichment in Agam males and females on example regions of the X chromosome (top) and autosome (bottom). **(E)** as in (A), genome browser snapshots of the normalized ChIP enrichment in Dmel males and females on an example region on the X chromosome.

**Figure S5.**
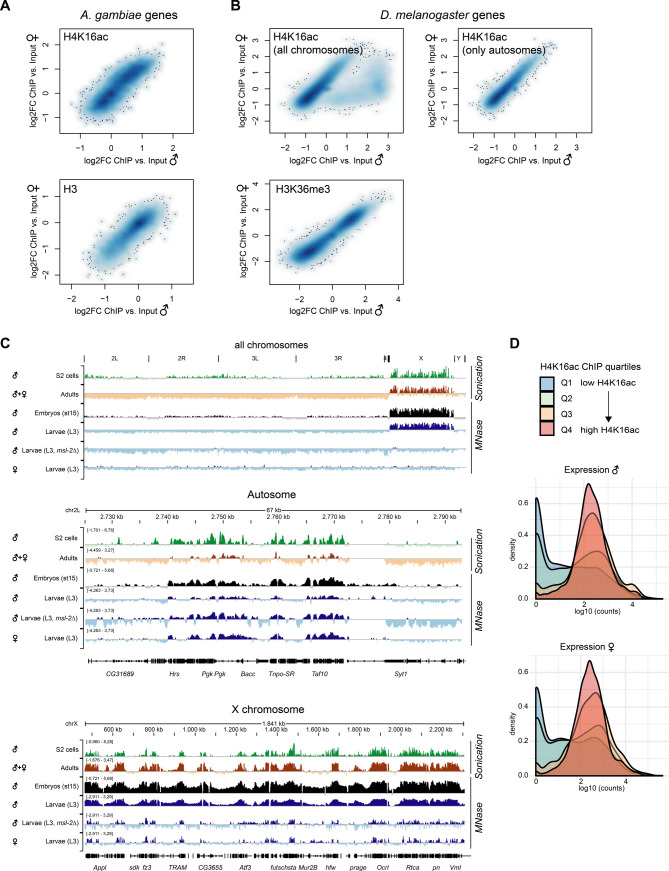
H4K16ac ChIP-seq analyses in *Anopheles gambiae* compared with *Drosophila melanogaster*. **(A)** Scatterplot comparing the normalized H4K16ac ChIP-seq (log_2_FC versus Input) enrichment on each *A. gambiae* gene in males and females. The bottom plot shows normalized total H3 ChIP-seq (log_2_FC versus Input) enrichment. The ChIP-seq data were generated from adult mosquitos. The scatterplot is represented as a smoothed color density representation obtained through a (2D) kernel density estimate (smoothScatter function in R). **(B)** as in (A) but comparing the normalized H4K16ac enrichment (top) or H3K36me3 enrichment (bottom) in *D. melanogaster* males and females. The data were published in Valsecchi et al (2018). The left plot shows all genes. In the right plot, X-chromosomal genes were excluded. Note the cloud on the bottom right, which show a much higher enrichment in males compared to females and corresponds to X-linked genes. H3K36me3 serves as a control, which does not show any differential pattern between males and females. **(C)** IGV genome browser snapshots of *Drosophila* H4K16ac ChIP-seq performed with two different fragmentation methods (sonication versus micrococcal nuclease [MNase] digestion) and in various different stages and genotypes. Data were from S2 cells (Straub et al, 2013), adults (modEncode Consortium et al, 2010), embryos (Samata et al, 2020), and third instar larvae (Valsecchi et al, 2018). **(D)** Density plots of the RNA expression level of *A. gambiae* genes grouped by their H4K16ac ChIP-seq enrichment in quartiles 1 (low, blue) to 4 (high, red). RNA expression levels by normalized log_10_ (counts) in RNA-seq were published by Papa et al (2017). Genes with low H4K16ac levels (Q1 and Q2) are rather lowly expressed, whereas Q3 and Q4 (high H4K16ac) are highly expressed.

**Figure S6.**
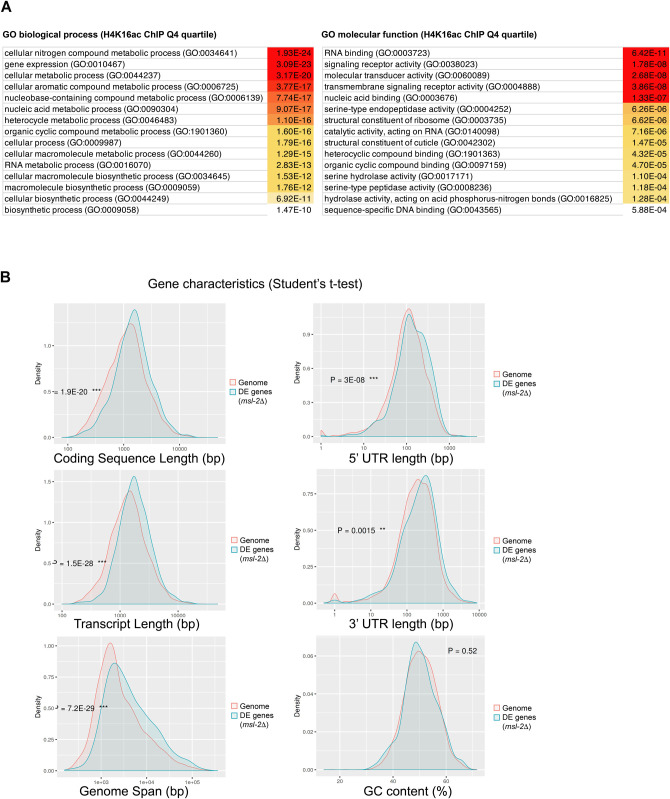
Features of transcripts that are altered upon loss of *msl-2* in *Anopheles gambiae*. **(A)** Gene Ontology-term analysis of the genes with the highest H4K16ac levels (Q4 quartile) in *A. gambiae*. The top 15 biological processes (left) and molecular functions (right) are reported with the false-discovery rate, which is color coded with the most significant terms from red to white. **(B)** RNA-seq as in Fig 3D and *n* = 926 *msl-2* DE genes in *A. gambiae* embryos (*msl-2*Δ versus control, false-discovery rate < 0.05) were analyzed for distinctive gene features using the ShinyGo (v0.61) gene-set enrichment tool (Ge et al, 2020).

### *A. gambiae* MSL2 regulates conserved developmental genes

The aforementioned observations indicate that the MSL complex-H4K16ac pathway is unlikely to mediate chromosome-wide DC in Agam. We were therefore interested in which functions and gene-regulatory networks MSL2 might be controlling. To this end, we analyzed our RNA-seq dataset for the enrichment of distinctive features among the DE genes. This revealed that DE genes in *msl-2* KO embryos tend to be significantly longer than average in the *Anopheles* genome (e.g., at the level of coding sequence, transcript length, gene span as well as the number of exons, Figs 6A and S6B). Furthermore, we found a significantly higher fraction of *Drosophila* orthologues in the *msl-2* KO DE group than expected (Fisher’s test *P* = 6.34 × 10^−18^) indicating that the *Anopheles* MSL-regulated genes tend to be conserved among Dipterans (Fig 6B, left panel). There was no difference between the expected and DE gene groups at the sequence level (% identity of the orthologues) (Fig 6B, right panel). We next analyzed the features of the proteins encoded by *msl-2* KO DE genes using the STRING database of known and predicted protein–protein interactions (Fig 6C) (Szklarczyk et al, 2018). We find that the proteins encoded by the Top400 DE genes (*msl-2* KO versus control) display significantly more protein–protein interactions than expected, indicating that they are highly interactive. If the targets regulated by MSL2 tend to frequently engage in protein–protein interactions and are part of multisubunit complexes, this may explain why their expression levels need to be tightly controlled by chromatin-regulatory pathways such as the H4K16ac–MSL pathway: poorly controlled expression could lead to stoichiometry imbalances, proteotoxicity and aggregation (Brennan et al, 2019).

**Figure 6.**
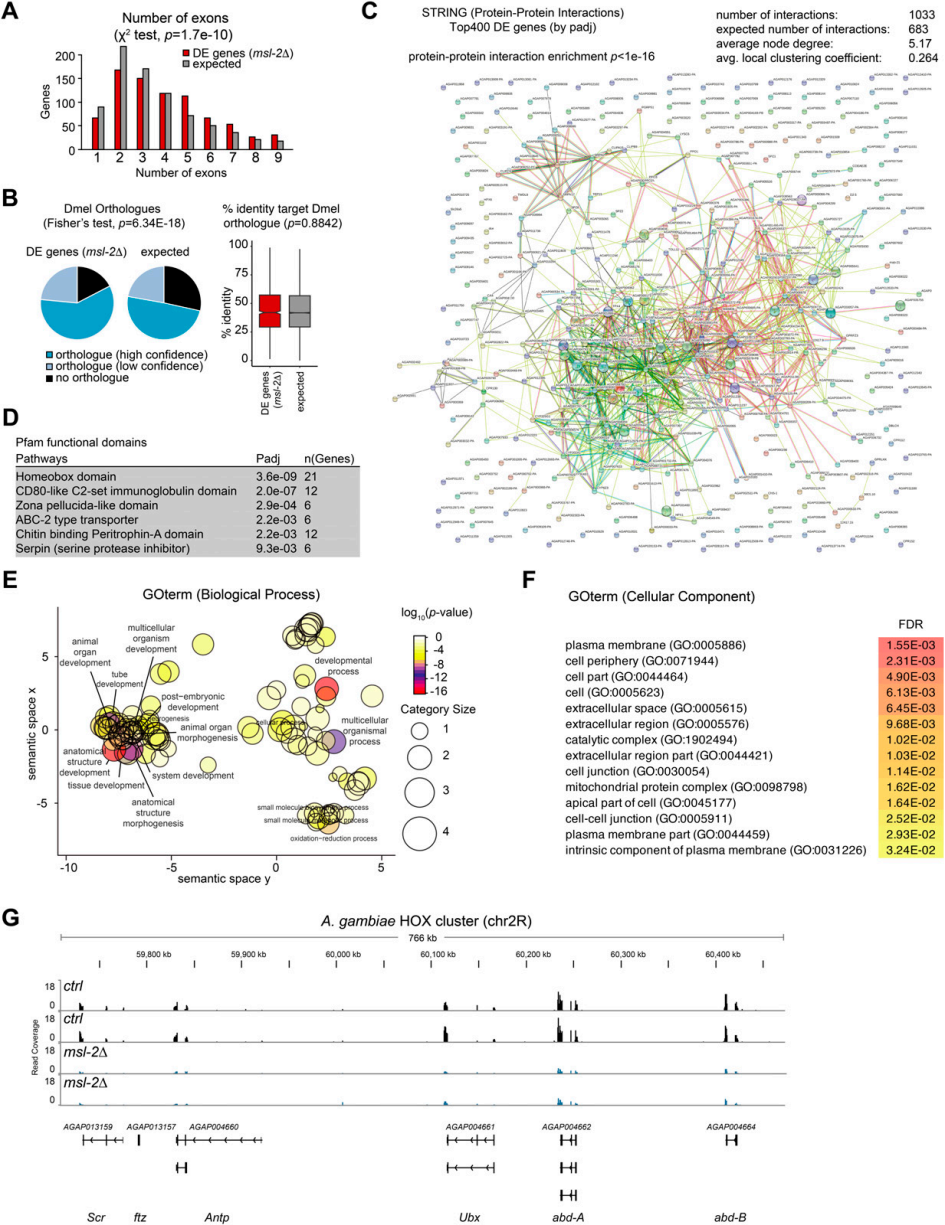
Transcriptome analyses reveal a role for *Anopheles* MSL2 in regulating conserved developmental-regulatory genes. **(A)** RNA-seq as in Fig 3D and *n* = 926 *msl-2* DE genes in *A. gambiae* embryos (*msl-2* KO versus control, false-discovery rate < 0.05, 15 h after egg laying) were analyzed for overrepresentation concerning the numbers of exons versus the expected distribution using the ShinyGo (v0.61) gene-set enrichment tool (Ge et al, 2020). **(B)** RNA-seq as in Fig 3D, left: *msl-2* DE genes or all *A. gambiae* genes (expected) were analyzed for the presence of an Ensembl BioMart orthologue (black: no orthologue, light blue: low confidence orthologue, blue: high confidence orthologue). The statistical significance was evaluated by comparing underrepresentation in the “no orthologue” group (DE, *n* = 204 genes without orthologue) versus expected using a Fisher’s exact test. Right: *msl-2* DE genes or all *A. gambiae* genes (expected) were analyzed for % of sequence identity in the target Dmel orthologue. The statistical significance was evaluated by comparing the % sequence identity for all orthologues (n = 971) versus expected using a Wilcoxon test. **(C)** RNA-seq as in Fig 3D, Protein–protein interaction network and statistical significance obtained on STRING (v11.0) (Szklarczyk et al, 2018) using the Top400 (by *Padj*) DE genes. **(D)** RNA-seq as in Fig 3D, enriched functional protein domains and statistical significance obtained from Pfam using the ShinyGo (v0.61) gene-set enrichment tool (Ge et al, 2020). **(E)** RNA-seq as in Fig 3D, Gene Ontology (GO) analysis of biological processes enrichment of *msl-2* DE genes. Enriched GO Terms were visualized with REVIGO. **(F)** RNA-seq as in Fig 3D, GO analysis of cellular components enrichment of DE genes upon *msl-2* KO in *A. gambiae*. **(G)** RNA-seq as in Fig 3D, Genome browser snapshots of the normalized read coverage in control (top, black) and *msl-2* KO embryos (bottom, blue) at the *A. gambie* HOX cluster on chromosome 2R. The two tracks represent two different biological replicates.

Analysis of the functional domains of MSL2 targets with the Pfam database revealed an enrichment of “homeobox domain,” which is a well-known module of developmental transcription factors, but also various other domains mediating processes occurring at the cellular surface (Fig 6D). We also performed Gene Ontology term analyses (Fig 6E and F), where we found misregulated biological processes such as “multicellular organism development,” “tissue development,” “tissue morphogenesis,” or “cell differentiation” and cellular components such as “plasma membrane,” “cell periphery,” “extracellular space,” or “cell junction.” A prominent example in the down-regulated genes group was the *A. gambiae* HOX cluster (Fig 6G). 

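Of 6 genes of the *A. gambiae* HOX cluster, 5 had enough counts to be tested at 15 h, and *Scr* did not, with 2 to 12 counts per library. The log2 fold changes were -1.57 for *Antp*, -1.60 for *Ubx*, -1.57 for *abd-A*, -1.56 for *abd-B* and -1.41 for *ftz*. Relative to the mean of the controls, the median over these genes was -1.59 and -1.60 in the KO libraries and -0.056 and 0.056 in the controls (2-sided exact permutation test, p = 0.333, which 2 libraries against 2 cannot go below). Over all genes tested 4 had an adjusted p under 0.05, from 0.0227 for *abd-B* to 0.0262 for *abd-A*, and *ftz* had one of 0.102. Adjusted over the list alone 5 passed, which is not independent evidence since the study chose these genes on the same libraries. In controls *Antp*, *Ubx*, *abd-A* and *abd-B* were higher at 24 h than at 6–7 h, by 1.67, 2.65, 3.74 and 4.73 on the log2 scale, and *ftz* was lower, with a difference of -3.71.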

HOX genes encode homeodomain-containing transcription factors that provide specificity and positioning information along the anterior-posterior axis and are conserved master regulators for setting up animal body plans (Gehring et al, 2009). Other misregulated genes include SPZ6 (chromosome 2L), a Spätzle-like cytokine involved in signalling and embryo patterning, or the OSIRIS family members Osi7, Osi9, and Osi14 (chromosome 2R), a conserved dosage-sensitive gene family encoding putative transmembrane receptors. Collectively, this indicates that the MSL complex fine-tunes the expression of conserved genes that participate in highly intertwined developmental-regulatory networks orchestrating *Anopheles* embryogenesis. 

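*SPZ6* had 2219 and 2599 counts in the 15 h controls and 108 and 134 in the KO libraries, a log2 fold change of -4.26 (standard error 0.23, adjusted p = 0.00888 from edgeR's quasi-likelihood test). The log2 fold changes of *Osi7*, *Osi9* and *Osi14* were -5.43 (standard error 0.38), -4.50 (standard error 0.39) and -5.55 (standard error 0.54), with adjusted p-values of 0.00888, 0.0139 and 0.0167. With each library left out in turn they ranged from -5.68 to -5.15, from -4.90 to -3.98 and from -6.47 to -4.98. KO libraries had 9 to 11 counts of *Osi7*, 105 to 123 of *Osi9* and 67 to 169 of *Osi14*. At 6–7 h *Osi7* and *Osi9* had at most 4 and 6 counts in any library and were not tested, nor was *SPZ6*, which had 144 counts in the KO library A4 and 0 to 10 in the others. The 24 h control had 14038 counts of *SPZ6*, 35522 of *Osi7*, 75057 of *Osi9* and 35645 of *Osi14*. The 24 h library labelled KO, with *msl-2* at 78.0% of control, had 10495, 24406, 44023 and 13246. These genes thus rise with time in controls, so an earlier stage of the 15 h KO embryos could lower them too. Stage and genotype cannot be separated here.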

A perturbation of this function could provide a likely explanation for the early arrest of *msl-2* KO embryos (Fig 2).

## Discussion

In this study, we have explored the MSL complex–H4K16ac pathway and its involvement in X chromosome DC in the malaria mosquito *A. gambiae*. We find similarities, but also notable differences to the related Dipteran *D. melanogaster*, where these factors have been most extensively characterized. Zygotic *msl-2* KO *Anopheles* embryos fail to develop beyond the segmentation stage. In RNA-seq, we detect misexpression of key developmental-regulatory genes, including the Hox cluster. Genes affected upon *msl-2* KO tend to contain more exons, display a higher degree of conservation and participate in more protein–protein interactions than expected. Minor changes in the intertwined gene-regulatory networks operating in a highly precise manner during development can cumulatively lead to severe phenotypes, such as the ones observed by us and therefore explain why they require the fine-tuning by the MSL complex. Indeed, the fine-tuning of developmental-regulatory genes appears to be a common theme for MSL function in insects up to mammals (Valsecchi et al, 2018).

However, the time point of phenotype manifestation at only few hours of embryonic development in *Anopheles* is very distinct from the effect of MSL loss in *Drosophila* and mammals. In fruit flies, loss of *msl*s results in lethality occurring at the third instar larval stage (after around 5 d of development) (Belote & Lucchesi, 1980). The early *Anopheles* phenotype is also very different from the consequences of MSL3 loss in humans, which is associated with global developmental delay post birth affecting both male and female individuals (Basilicata et al, 2018). The reasons for these various time points of phenotype manifestation will need to be carefully dissected in future studies. They could, for example, be related to differences in maternally deposited factors that might allow faithful embryogenesis despite a zygotic loss, the presence of species-specific isoforms and paralogues or differences in stage-specific gene-regulatory networks in a given species.

In *Anopheles*, MSL2 is expressed in both males and females, and zygotic or germ line KO affects both sexes. Germ line–specific loss of *msl-2* results in sterility that is accompanied by severe atrophy of germline tissue. This is different from *Drosophila*, where MSL2 is male-specifically expressed, zygotic loss of *msl-2* is known to only affect males and KO females are fully fertile (Beckmann et al, 2005). If the fine-tuning of developmental genes appears to be the “ancient” function of the MSL complex, how can it be achieved in *Drosophila* females, if the component that provides the chromatin targeting function to the complex (MSL2) is not present? We note that other MSL proteins, for example, MOF, can bind nucleic acids (Akhtar et al, 2000), making it possible that a subcomplex devoid of MSL2 (Samata et al, 2020) could be taking on these roles. In addition, other protein or ncRNA components could substitute for MSL2. One potential candidate is the protein CLAMP (Soruco et al, 2013), which aids recruitment of the MSL complex and is expressed in both sexes. Last but not least, some studies conversely suggest that MSL2 could indeed be expressed to some degree in females (Cheetham & Brand, 2018). Future studies will have to dissect the stage- and tissue-specific compositions and functions of the MSL complex in *Drosophila*.

The second intriguing question that arises is by which mechanism the MSL complex became co-opted to specifically target the male X chromosome in drosophilids. MSL2 is a DNA binding protein (Fauth et al, 2010) but the DNA binding CXC domain of MSL2 is dispensable for DC in vivo (Tikhonova et al, 2019). However, MSL2 also binds roX RNAs (Ilik et al, 2013), which are not present in species other than *Drosophila* (Quinn et al, 2016). Indeed, by virtue of a condensate-forming mechanism, MSL2-roX interaction governs stable association with the X (Valsecchi et al, 2021). The evolution of this species-specific RNA–protein interaction module therefore provides targeting to the X chromosome in *Drosophila*, but probably not other dipterans.

Another noteworthy aspect of our study is that X chromosome up-regulation in mosquitos is unlikely to be provided by the MSL-H4K16ac pathway. In our RNA-seq, loss of *msl*s in *Drosophila* is associated with global X chromosome down-regulation. However, an alternative model of inverse DC proposes that loss of *msl* genes induces autosomal up-regulation, instead of X down-regulation (Birchler, 2016). Indeed, we do observe a moderate up-regulation in our *Drosophila* data, which would be consistent with this idea. Whereas our datasets do not allow us to unambiguously distinguish between these two models for *Drosophila*, our *Anopheles* dataset does not provide any evidence for skewed expression of an entire chromosome, neither the X nor autosomes. In addition, our ChIP-seq profiles show neither evidence of global X chromosome enrichment nor a sexually dimorphic pattern on a gene-by-gene level. Furthermore, H4K16ac does not form the typical X chromosome “territory” in immunofluorescence indicating that the deposition of this mark is not a universal feature for DC in Dipterans. This is reminiscent of another dipteran, *Sciara*, where *mle* and H4K16ac appear to play no role in DC (Ruiz et al, 2000). However, different from *Anopheles*, whose X chromosome is directly comparable to *Drosophila*, *Sciara* possesses a peculiar sex chromosome system undergoing imprinted elimination. The anole lizard, a reptile, displays enrichment of H4K16ac on the X chromosome of males compared to females (Marin et al, 2017). A study in monarch butterflies revealed a dichotomy of epigenetic marks on the neoZ chromosome, where both up-regulation (by H4K16ac) and dampening (by H4K20me1) DC mechanisms seem to operate concurrently in the same species (Gu et al, 2019). Yet in both cases, it remains unclear whether H4K16ac is deposited by the MSL complex or another enzyme. Multiple mechanisms have been proposed to be modulating gene-dosage imbalance ranging from transcription, RNA stability as well as protein turnover (Disteche, 2016). In light of the multitude of mechanisms involved in X chromosome regulation in different species, it will be interesting to further explore the epigenome of *A. gambiae* (Ruiz et al, 2021). Nevertheless, our data suggests that gene content appears not to be the main driver that governs the molecular pathway by which X chromosome DC is achieved. Elegant studies have demonstrated that Dipteran sex chromosomes show a high evolutionary turnover (Vicoso & Bachtrog, 2015). Our data adds on these findings and highlights that the complexity of dosage balancing mechanisms is probably much higher than previously anticipated. This fascinating diversity opens exciting opportunities for future evolutionary and mechanistic studies in Dipteran and other non-model organisms.

## Materials and Methods

### Mosquito rearing and transgenesis

*A. gambiae* mosquitos were maintained in standard insectary conditions (26–28°C, 75–80% humidity, and 12-/12-h light/dark cycle). Loss of function of *msl-2* (*AGAP000553*) was achieved by crossing transgenic mosquitos expressing Cas9 to transgenic partners expressing four different guide RNAs targeting exons of *msl-2*. The 20-nucleotide *msl-2*–specific sequences in the gRNAs were GATGAGTCCGCTGGGTGGTG, GAGCGTGAGCGTGGAGGAGG, GCGCAAGAGCCTCAGCTGTG, GTGGTAATGTTCACGATGCG. Each gRNA was cloned under the control of the *AGAP013557* U6 promoter in a cloning vector compatible with Golden Gate Cloning. The four gRNA modules were then assembled by Golden Gate Cloning in transgenesis plasmid pDSARN (Volohonsky et al, 2015). The full sequence of the resulting plasmid, pDSARN-4xMSL2gRNA can be provided upon request. Transgenic mosquitos were generated by inserting this plasmid in the Agam attP site of docking line X1 (Volohonsky et al, 2015). The resulting transgenic line was called gMSL2 and made homozygous by COPAS sorting of neonate larvae carrying two copies of the DsRedNLS fluorescence transgenesis marker. As crossing partners of gMSL2 mosquitos, two different Cas9 parental lines were tested, both expressing Cas9 inserted in the X1 locus under the control of the germ line vasa promoter (Papathanos et al, 2009): one (YC9) encodes native Cas9 from *Streptococcus pyogenes* and carries a YFP transgenesis fluorescent marker; the other (eSpC9) is a Cas9 mutant less prone to off-target cutting (Slaymaker et al, 2016) and carries a DsRedNLS fluorescent marker. We initially attempted to generate heritable *msl-2* mutations by crossing Cas9-expressing to gRNA-expressing mosquitos to recover mutant progeny as described in Dong et al (2018). However, the lethality and sterility of F1 crosses prevented this approach. Instead, we produced *msl-2* knockout embryos by crossing Cas9 females with gRNA males. In this case, maternal deposition of active Cas9 in the oocyte and zygotic expression of gRNAs from the paternal copy of the U6-gRNA transgene resulted in 99% and 95% lethality using YC9 and eSpC9, respectively. The 1–5% escaper larvae presumably resulted from residual MSL2 function in embryos with incomplete mutagenesis or mutations preserving the gene’s function. Most of these larvae died during development. Crossing Cas9 males to gRNA females produced normal F1 progeny, but CRISPR-Cas9 activity in the developing germ line resulted in atrophy of the male and female gonad and sterility of these F1 mosquitos. Note that when using *vasa-Cas9* fathers for crosses, we usually observe no significant contribution of paternal Cas9 protein via the sperm of the father.

### Polysome profiling

Flash-frozen male and female mosquitos were homogenized in 6 mM Na_2_HPO_4_, 4 mM NaH_2_PO_4_, 1% NP-40, 150 mM KCl, 5 mM MgCl_2,_ 1 mM EGTA, 50 mM NaF, 0.1 mM Na_3_VO_4_, 1 mM PMSF, 1× complete protease inhibitors, and 0.1 mg/ml cycloheximide and the extract was clarified by centrifugation. 140 OD (260 nm) of the extract were layered on a 15–60% sucrose gradient followed by centrifugation at 39,000 rpm for 3 h in a SW40 Rotor. After collecting the fractions, RNA was isolated from the fractions using phenol-chloroform extraction followed by isopropanol precipitation. RNA recovery was determined with a Qubit RNA assay. cDNA was synthesized from 100 ng RNA using the GoScript Reverse Transcription System (Promega) with random primers and subsequently quantified by qRT-PCR. The data were analyzed as described in Keller et al (2012) calculating the RNA enrichment relative to the total amount of RNA in a given fraction.

### Protein extracts and Western blots

Extracts from adult *Drosophila* were prepared by collecting 10 adult male or female flies aged 12–24 h after eclosion, which were decapitated, and heads were homogenized in 50 μl 1× Roti-Load. *Anopheles* extracts were prepared by bead-beating entire mosquitos in 1× Roti-Load. Samples were incubated for 5 min at 70°C and 10–20 μl used for separation by SDS–PAGE. Proteins were transferred overnight at 60 mA or 1 h 11 min at 111 V to polyvinylidene fluoride (PVDF) membranes using a Bio-Rad Wet Tank Blotting System in Tris-Glycine Transfer-Buffer with 10% methanol. The membranes were blocked for 30 min in 5% milk in PBS-0.1% Tween before incubation with primary antibodies in 0.5% milk PBS-0.1% Tween. Primary antibodies were used at the following dilutions: anti-HA (Mouse, #MMS-101P, 1:5,000; Covance), anti-MOF (Rabbit, 1:2,000 [Raja et al, 2010]), anti-MLE (Rat, 1:2,000 [Ilik et al, 2013]), anti-RNA Pol2 (Mouse clone 4H8, 101,307, 1:10,000; Active Motif), anti-MSL3 (Rat, 1:1,000 [Raja et al, 2010]), anti-MSL1 (Rabbit, 1:3,000 [Raja et al, 2010]), anti-Tubulin (Mouse, 44928, 1:5,000; Abcam), anti-RPB3 (Rabbit, 1:2,000 [Valsecchi et al, 2018]), anti-H4K16ac (Rabbit, 07-329, 1:3,000; Merck Milipore), anti–acetyl-Histone H3 (Rabbit, 06-599; Merck Milipore), anti-H3 (Mouse, 39763 1:5,000; Active Motif), and anti-H4 (61521, 1:1,000; Active Motif). Secondary antibodies (1:10,000) used were anti-mouse IgG HRP (NXA931), anti-rat IgG HRP (NA935V), and anti-rabbit IgG HRP (NA934) from Sigma-Aldrich. Blots were developed using Lumi-Light Western Blotting substrate (12015200001; Roche; Sigma-Aldrich) and imaged on a ChemiDoc XRS+ (Bio-Rad).

### RNA expression analysis

Samples were homogenized in TRIzol Reagent (15596026; Thermo Fisher Scientific) followed by RNA purification using a Direct-zol RNA MiniPrep kit or Direct-zol RNA Microprep (R2050 or R2062; Zymo Research) according to the manufacturer’s instruction. cDNA was synthesized with the GoScript Reverse Transcription System (Promega) with random or oligo dT primers as indicated according to the manufacturer’s instructions. For stranded polyA+ mRNA-Seq Library Preparation, the TruSeq stranded mRNA sample preparation kit (RS-122-2101; Illumina) was used.

### Quantitative real-time PCR

qPCR was performed on a Roche LightCycler II using FastStart Universal SYBR Green Master (04913914001; Roche) in a 7-μl reaction at 300 nM final primer concentration. Cycling conditions as recommended by the manufacturer were applied. We corrected for primer efficiency using serial dilutions.

### Semiquantitative RT–PCR

Semiquantitative RT–PCR was conducted with a one-step RT–PCR kit (210210; QIAGEN), where the reverse transcription with a gene-specific primer and subsequent PCR is conducted in a single reaction. 2.5 ng of RNA template was used in a total reaction mix of 10 μl as of the manufacturers’ instructions. The cycling was conducted as follows: 30 min at 50°C, 15 min at 95°C (1 cycle); 40 s at 94°C, 40 s at 55°C, and 60 s at 72°C (28 cycles); 10 min at 72°C (1 cycle). Products were separated by 1.6% agarose gel electrophoresis in Tris-Borate buffer and stained with SYBR Safe–DNA Gel Stain (S33102; Thermo Fisher Scientific). Gels were scanned using a Typhoon FLA scanner (GE Healthcare Life Sciences).

**Table 1.** RT-qPCR primers

*Anopheles gambiae* gene	ID_fwd	Sequence	ID_rev	Sequence
*msl-2 (exon1)*	ck1235	ACTTCAAGTGCAATTCCGGC	ck1236	CACGGCAGTATCGAGTAGGC
*msl-2 (exon2)*	ck1239	CCCACCATCAAAACCGTGTC	ck1240	AAACTTGTTGCCACTTTCCGC
*msl-2 (exon3)*	ck1241	CTACCTGCCCACAAACGTCA	ck1242	TGCAAATACTGCGACCCGTA
*mle*	ck1642	GCAAACCGATCATGGAAGCG	ck1643	CCTGGCCCGAGTTGATGTAA
*mof*	ck1638	AACAACCCAGCGAAGCAGATA	ck1639	AAAAATCGTTCACCGCTCCCA
*AGAP000634*	mb54	TAAGCGCGGGAAGCTATAAA	mb55	TTGTTGAAGCAGGAGCACAG
*GPRMTH2*	mb46	ACGGTGGAGTTCGTTACCTG	mb47	CTGCTTCACCTTTTGCTTCC
*Rps4*	mb36	GCTGCCGCTGGTGATCTT	mb37	TCGTCACCTCGCTGTTGGT
*RpL32/Rp49*	ck1277	GCTATGATAAACTCGCTCCCAA	ck1278	TCATCAGCACCTCCAGCTC
*RPL19*	ck1719	AGCGTACCAAGGTTCGTGAG	ck1720	GCGGTCTCCTCTTCCTTAGC
*U6 snRNA*	ck1253	AGCATGGCCCTTTAAGTCAC	ck1254	AGGCGTTGCTATGCCTTGAT
*Hunchback*	ck1275	ACTACGCCACCAAGTACTGC	ck1276	GGTGTACCGTCCAGGTTCAG
*elovl*	ck1279	GCTTCATTGGCGTCAAGTACTTT	ck1280	TCGCGGCCAGCATGTAGT
*eve*	ck1273	CGGCTCCTATGCTAACCCAG	ck1274	TGCTGACATGCTGTTTGCAC
*Yob*	ck1672	CCCCTACCCAAGGTACGGAT	ck1673	ACCTGATGGAACTGATACACGG
*Yob (RT–PCR)*	mb42	CGCGCACTTGTTTATACTGTTAC	mb43	CGAAAGGGAAAGTTACGAGC
*Dsx (RT–PCR)*	Dsx1F	AAAGCACACCAGCGGATCG	Dsx1R	CACCGAGATGTTCTCGTCC
*ctrl1 (RT–PCR)*	mb38	ATCGCTATGGTGTTCGGTTC	mb39	GCTGCAAACTTCGGCTATTC
*ctrl2 (RT–PCR)*	S7for	GGCGATCATCATCTACGTGC	S7rev	GTAGCTGCTGCAAACTTCGG
*Drosophila melanogaster* gene	ID_fwd	Sequence	ID_rev	Sequence
*roX2*	q146	GCCATCGAAAGGGTAAATTG	q147	CTTGCTTGATTTTGCTTCGG
*RpL32*	q148	ATCGGTTACGGATCGAACAA	q149	GACAATCTCCTTGCGCTTCT
*msl-2 (RA)*	q158	CAATCCCGTCAGAGGTTGTAG	q159	TCCACTGCTTCCTCCATTTC
*msl-2 (RB)*	q156	ACAGTCACCTACACAAACCG	q157	GCGTCCTCAAAATCTTTCTGC
*msl-1*	q160	GACGACGAAGATGACGAGAATAG	q161	CTTCCTCAGTTCTGGCGTTTA
*mle*	q164	TTGGACCTTCCTGTCGTAAAC	q165	CATCCTGTTGCGAGGAATCTAT
*mof*	q166	CACCCACGACGACATTATCTAC	q167	AGGTGGTCTTGAATGGTCTTG
*msl-3*	q168	CCGGAGATGGCCGATTAAAG	q169	CTCCTGTGGCACATGGTTATAG

### *Drosophila* rearing conditions

*D. melanogaster* were reared on a corn flour–molasses fruit fly medium (1 liter water, 12 g agar–agar threads, 18 g bakery yeast, 10 g soya flour, 80 g corn flour, 22 g molasses, 80 g malt extract, 2.4 g 4-hydroxibenzoic acid methylester [Nipagin], and 6.25 ml propionic acid) at 25°C, 70% relative humidity, and 12-h dark/12-h light cycle. All experiments were conducted at 25°C unless otherwise indicated. White-eyed (*w*^*1118*^) Oregon-R or endogenously tagged *msl-2::HA* (Valsecchi et al, 2018) was used as a wild-type strain.

### Immunofluorescence and TUNEL staining

Tissues were stained according to standard procedures. In brief, tissues were fixed in 4% formaldehyde in PEM (0.1 M PIPES (pH 6.9), 1 mM EGTA, and 1 mM MgCl_2_) for 20 min and washed three times with PBS. Samples were blocked for 1 h rocking with freshly prepared 0.5% BSA, 0.2% Triton X-100 in 1× PBS solution followed by overnight incubation with primary antibody (anti-H4K16ac [Rabbit, 07-329, 1:200; Merck Millipore], anti-H3K27me3 [Mouse, C15200181-50, 1:300; Diagenode]; staining validated also with anti-H3K27me3 [Rabbit, 9733, 1:250; Cell Signalling]). After Alexa fluorophore–labelled secondary antibody incubation (1:300), samples were thoroughly washed with PT (0.2% Triton X-100 in 1× PBS) before dissection of organs and mounting. Slides were mounted using ProLong Gold Antifade Mountant with DAPI (P36935; Thermo Fisher Scientific) and imaged using a Zeiss LSM880 Airyscan Microscope. For the TUNEL staining, embryos were dechorionated before fixation in 4% PFA. Embryos were washed three times for 5 min in PBS + 0.5% Triton X-100, followed by another three washes in PBS + 0.2% Tween-20. This was followed by TUNEL staining with the In Situ Cell Death Detection Kit, TMR red (12156792910; Sigma-Aldrich) following the procedures described in the manual. The embryos were mounted in ProLong Diamond Antifade Mountant (P36961; Thermo Fisher Scientific) and images obtained using a fluorescence spinning disc confocal microscope, VisiScope 5 Elements (Visitron Systems GmbH), which is based on a Ti-2E (Nikon) stand and equipped with a spinning disc unit (CSU-W1, 50 μm pinhole; Yokogawa). The set-up was controlled by the VisiView 5.0 software and images were acquired with a 20× air objective (CSI Plan Apo Lambda, NA 0.75; Nikon) and a sCMOS camera (BSI; Photometrics). 3D stacks of images were recorded for each sample, the exposure time was set to 200 ms for each channel. Maximum intensity projections of z-stacks and image processing were performed in Fiji (version 2.0.0-rc-68/1.52 h). The immunofluorescence stainings have been replicated in *n* independent experiments: H4K16ac (*n* = 4 for both males and females), H3K27me3 (*n* = 4 males, *n* = 2 females for Cell Signalling Antibody; *n* = 2 for both males and females for mouse Diagenode antibody), TUNEL (*n* = 2).

## ChIP

ChIP was performed as described in Valsecchi et al (2018). In brief, midguts of *A. gambiae* were dissected in PBS and fixed in 0.2% formaldehyde for 15 min at RT. The fixation was stopped by addition of Glycine and the fixative was removed. Midguts were homogenized in buffer G1 (5 mM Hepes [pH 7.4], 20 mM KCl, 10 mM MgCl_2_, 0.5% Tween-20, and 20% Glycerol containing 1 × Complete Protease Inhibitors) at 4°C. The homogenate was cleared through a sucrose cushion (G1 + 30% sucrose). Nuclei were washed once in (10 mM Tris [pH 8.0], 5 mM MgCl_2_, 1 mM CaCl_2_, 10 mM NaCl, 0.1% IGEPAL CA-630, and 0.25 M Sucrose) and then resuspended in Aline buffer (20 mM Tris [pH 8.0], 5 mM MgCl_2_, 1 mM CaCl_2_, 10 mM NaCl, 1% Triton X-100, and 0.25 M Sucrose). This was followed by MNase digestion at 25°C for 15 min typically using 0.5–1 μl Micrococcal Nuclease (M0247; New England Biolabs, amounts optimized depending on the batch). 10× High Salt Buffer (200 mM EDTA and 4 M NaCl) was added to stop the MNase reaction before treatment in a Bioruptor Pico (10 cycles, 30 s ON/OFF). After clarification by centrifugation (10 min at 12,000*g*), the supernatant was used for immunoprecipitation. 1 μl of anti–acetyl-Histone H4 (Lys16) Antibody, 07-329; Merck Millipore or 0.5 μl of Histone H3 antibody (mAb), MABI 0301 (39763; Active Motif) were used for immunoprecipitations followed by washes, elution by reverse cross-linking, RNase A, and Proteinase K treatment according to standard procedures. DNA was purified by phenol–chloroform extraction followed by ethanol precipitation. Libraries were made with a NEBNext UltraTM II DNA Library Prep Kit for Illumina (E7645; New England Biolabs) according to the manufacturer’s instructions.

### Processing of RNA-seq and ChIP-seq datasets

For quality control, we used FastQC version: v0.11.3. For RNA-seq, paired-end reads were mapped with RNA STAR (Galaxy version 2.5.2b-0) to AgamP4_ensembl or dm6_ensembl with default parameters. Mapping statistics are reported in Table S1. The raw read counts per gene were obtained with featureCounts (1.4.6.p5). This was followed by differential expression analysis with DESeq2, R version 3.0.2. DESeq2 normalizes the read counts with a linear model, where counts for genes are modeled using a negative binomial distribution with fitted mean and a gene-specific dispersion parameter (details in Love et al [2014]). Table S1 reports statistical analyses for the *Drosophila* RNA-seq dataset for both the conventional DESeq2 standard normalization as well as where the data are normalized to the rRNA reads (note that rRNA species are typically present in RNA-seq data despite the polyA enrichment in the kit for mRNA-Seq). For the latter analysis, we also used DESeq2 and specified the rRNA genes read counts to be used for size factor estimation. For ChIP-seq, paired-end reads were mapped to AgamP4_ensembl with bowtie2 (Galaxy version v2.2.6.2) using default parameters. To generate coverage box plots for H4K16ac or H3 ChIP on each of the chromosomal arms, we used deepTools bamCompare v2.4.2 to calculate the readCount normalized log_2_ ratio versus the Input per 1 kb bin. To generate readCount normalized coverage bigwig files, we calculated the log_2_ ratio versus the Input using a bin size of 5 bp with deepTools bamCompare v2.4.2. Duplicate reads and reads with a mapping quality <10 were removed, the X chromosome was ignored for scaling. The bigwig files were then used to generate k-means clusters with deepTools plotHeatmap v2.4.2, calculation of the mean enrichment for each gene using multiBigwigSummary v2.4.2 and analysis with the IGV genome browser. GOterm analyses were conducted with the PANTHER Overrepresentation Test and Fisher analyses with Bonferroni correction on http://geneontology.org/ and visualized using REVIGO (http://revigo.irb.hr/r). Circos plots visualizing the homology between *A. gambiae* and *D. melanogaster* chromosomes were obtained with SyMAP Version v4.2 (default parameters). Previously published data were *Drosophila* H4K16ac ChIP-seq from (modEncode Consortium et al, 2010; Straub et al, 2013; Valsecchi et al, 2018; Samata et al, 2020), *A. gambiae* RNA expression data from Papa et al (2017) and Goltsev et al (2009). *D. melanogaster* modEncode RNA-seq data were obtained from FlyBase.

### Statistics

All statistics were calculated with R Studio (v1.3.959). In the box plots the line that divides the box into two parts represents the median, box bottom, and top edges represent interquartile ranges (IQR, 0.25^th^ to 0.75^th^ quartile [Q1-Q3]), whiskers represent Q1 − 1.5*IQR (bottom), Q3 + 1.5*IQR (top). Bar plots represent the mean ± SEM with overlaid data points representing independent experiments. Results were considered significant at FDR (*P*-value) below 0.05. ns, not significant; NA, not analyzed; SEM, standard error of the mean. Unless otherwise indicated statistical tests were two-sided.

### Protein sequences and alignments

Protein sequences were retrieved from FlyBase (http://flybase.org) and VectorBase (https://www.vectorbase.org/). Protein alignments were created on Clustal Omega (https://www.ebi.ac.uk/Tools/msa/clustalo/). Results of BLAST searches (BLASTP, 2.2.29+) are reported in Table S1. Lists of 1:1 orthologues were obtained via the Biomart tool on VectorBase.

### Bioinformatic and web resources

Bowtie2 (https://github.com/BenLangmead/bowtie2) (Langmead & Salzberg, 2012); deepTools2 (https://deeptools.readthedocs.io/en/latest/) (Ramírez et al, 2016); Galaxy (https://github.com/bgruening/galaxytools) (Grüning et al, 2017); IGV (https://software.broadinstitute.org/software/igv/) (Robinson et al, 2011); R (https://www.r-project.org); DESeq2 (http://bioconductor.org/packages/DESeq2/); GoTerm analysis (http://geneontology.org/) (The Gene Ontology Consortium, 2019); REVIGO (http://revigo.irb.hr/r) (Supek et al, 2011); STRING (https://string-db.org/) (Szklarczyk et al, 2018); ShinyGO (http://bioinformatics.sdstate.edu/go/) (Ge et al, 2020).

## Data Availability

RNA-seq and ChIP-seq data have been deposited to the Gene Expression Omnibus under the accession number GSE153780. All other relevant data supporting the key findings of this study are available within the article and its supplementary files or from the corresponding authors upon request.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

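RNA-seq counts of *Anopheles gambiae* and *Drosophila melanogaster* embryos were analysed. The *Anopheles* table holds 12 libraries of mixed-sex F1 embryos from *vasa-Cas9* mothers and control or *msl-2* gRNA fathers, with 3 controls and 3 KO libraries at 6–7 h after egg laying, 2 of each at 15 h and 1 of each at 24 h. The *Drosophila* table holds 8 libraries of overnight collections, 4 of non-fluorescent *msl-2* mutants and 4 of fluorescent heterozygous embryos with CyO-GFP. Conditions were taken from the sample titles and labels, and 0 count columns were without a condition. AGAP000533 was used as *msl-2*, as in Table S1 and Fig S3D, while the paper's methods give AGAP000553, which Table S2 names *white*. The final tag of a title (A6, C6) was used as the name of the library. ChIP-seq and RT-qPCR data of the study were not analysed here.

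According to the paper's methods, the authors mapped paired-end reads with STAR to AgamP4 or dm6 and obtained raw read counts per gene with featureCounts, and these counts were deposited without normalization. The values are whole numbers, no gene filter is apparent, and genes at 0 in every library are listed. Totals per library ran from 19754481 to 26093818 in *Anopheles* and from 25625159 to 37110497 in *Drosophila*. They exceed the uniquely mapped reads of Table S1, by a factor of 1.40 to 1.73 in *Anopheles* and 1.91 in *Drosophila*. The extremes are A10 (1.40) and A4 (1.73), and the other *Anopheles* libraries lie between 1.48 and 1.67. With the Table S1 entries of these 2 exchanged, they would be 1.59 and 1.52. Both are KO libraries of 7 h, so no comparison of KO with control depends on it, except for the block by neighbouring tags at 6–7 h. The labels were kept. Among counts from 1 to 49, between 64.9% and 74.0% per library were even numbers. The 10 genes with the most counts held between 7.93% and 10.8% of the counts of a library.

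*Drosophila* genes were located with the reference annotation, which placed 17107 of 17558 genes of the table on 2L, 2R, 3L, 3R, 4 or X. No location of *Anopheles* genes was at hand apart from Table S2 of the paper. Their arms were therefore assigned from the order of the genes in the table, which follows the genome, between genes located by Table S2, a step chosen after the data were examined. Of the 926 genes of Table S2, 914 were placed on their own arm when each was left out in turn and 0 on another, and 12894 of 13769 genes of the table received an arm.

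Differential expression was computed with edgeR 4.0.16 (quasi-likelihood F test, TMM normalization, filterByExpr with a minimum count of 10 and a minimum total of 15) in R 4.3.3 for 3 comparisons, *Drosophila*, *Anopheles* at 6–7 h and *Anopheles* at 15 h, each fitted to the libraries of its own 2 groups. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called DE. Standard errors of log2 fold changes were derived as the absolute log2 fold change divided by the square root of the F statistic. Per-library values used log2 CPM with a prior count of 2. The difference of the KO effect between 15 h and 6–7 h was tested as an interaction in a fit of these libraries. Gene sets were also tested with fry and camera of limma 3.58.1, which are models and not exact tests and are given only in the closing section, camera with its preset correlation. Values per library were compared with 2-sided exact permutation tests, whose smallest p is 0.0286 for 4 libraries against 4, 0.100 for 3 against 3 and 0.333 for 2 against 2. Shares of genes were compared with 2-sided Fisher's exact tests against the tested genes with a location. The 24 h libraries, 1 per condition, were described without a test. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

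Genes named in the text are those the paper names and, per comparison and direction, the 3 DE genes with the smallest p-values among those whose groups do not overlap, a rule set before the data were examined. Lists of 18 maternal, 19 blastoderm and 16 late embryonic *Drosophila* genes were written down before their values were seen. In the mutants 14, 13 and 15 of them were tested. A fold change against a group with at most 3 counts in each library is not given as an estimate.

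Before the data were examined, alternatives were set for the normalization (DESeq2 size factors, library sizes alone, TMM from autosomal genes, rRNA size factors), the filter on low counts (none, or at least 10 counts in every library), the test (DESeq2 1.42.0 with and without betaPrior), the libraries in the fit, replicate blocks, the prior count (0.5), the background of enrichments, genes with an absolute log2 fold change of at most 1, and leaving out each library in turn. Halved counts and scaling to the mitochondrial large rRNA gene were added after seeing the data. The *Drosophila* comparison was looked at under several scalings at an early stage, and the designed TMM normalization stayed in use.

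The procedures were tested on simulated data with the means and library sizes of the deposited counts and the dispersion implied by the quasi-likelihood fit, after a first version that used tagwise dispersions was found to add too much noise. Of 200 genes changed by 1 or 2 on the log2 scale, edgeR called 180 in *Drosophila*, 46 at 6–7 h and 123 at 15 h, with 7, 2 and 14 unchanged genes called. DESeq2 called 185, 99 and 150, with 33, 68 and 43 unchanged genes called. In the interaction test 98 of 200 genes were called, 34% of those that differed by 2 and 64% of those that differed by 4. A shift of the X chromosome of -0.3 was found as -0.297, -0.294 and -0.294, and with no change put in 0 genes were called in each comparison. Simulated genes varied independently, so the recovered shifts do not test the effect of variation shared by the genes of a library.

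The gene list of Table S3 was not used here, nor were orthologues, protein domains, Gene Ontology terms and other features of DE genes, for which no annotation of *Anopheles* genes was at hand.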

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

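The tests on the fourth chromosome and the maternal transcripts without library C6, on the calls without C6 and on the down-regulated *Anopheles* genes were chosen only after the results were seen. In the *Drosophila* groups of 4 libraries, 50 sets of values were searched for a library far from the others, and 10 had one where 2.5 are the number that chance gives.

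The *Drosophila* mutant library C6 stood apart from C7, C8 and C9 in 7 measures. Its maternal transcripts had a median of 0.88 on the log2 scale relative to the controls, against 0.12 to 0.19 in the other mutants. The fourth chromosome exceeded the autosomes by 0.89 in mean log2 CPM, against 1.31 to 1.35. The medians of 2R and 3R were 0.083 and 0.087, against 0.037 to 0.044 and 0.046 to 0.051. Its 10 most abundant genes held 10.8% of the counts, against 10.3% to 10.4%, and *mle* (47.6 CPM against 59.2 to 61.6) and *msl-2* (2.18 CPM against 3.87 to 4.07) were lower. It also had the fewest counts of all 8 libraries, 25625159. These measures are not independent of each other. Without C6, 3435 genes were called instead of 2212, although leaving out a library lowers the power of a test, and without another mutant library at most 1956 were called. The loss of a library therefore does not account for the larger number, and the common biological coefficient of variation was 0.085 without C6 and 0.133 with it.

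On the fourth chromosome, C6 was lower than the mean of the other mutants by a median of -0.48. Of 10000 random lists of autosomal genes matched on expression and gene span, 0% had a median as low, the lowest being -0.46 and their median -0.27, so neither expression level nor gene span accounts for the whole difference. A lower number of copies of the fourth chromosome in part of the embryos could lower its genes together. It was set beforehand that over 90% of its genes would then be lower, and 81.8% were, but matched lists had an interquartile range of 0.563, wider than the shift, so this share excludes nothing, and lower copy number cannot be told apart from other changes of these genes. The embryos of C6 may also have differed in age or health, for which no biological explanation was tested.

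Across all mutant libraries, the fourth chromosome minus the autosomes differed from the controls by -0.24 (2-sided exact permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow), a chromosome the paper does not report on. Of 88 tested genes, 75 had a log2 fold change below 0, but 0 were called up-regulated and 2 down-regulated. Set tests were divided, with a p-value of 0.00554 from camera and 0.186 from fry. Library C6 alone does not account for this difference of means, which was -0.13 without C6 (exact permutation p = 0.0286). Medians showed less, with p = 0.0571 over all mutants (2-sided exact permutation test on library medians) and a median difference of -0.038 without C6. Expression level and gene span do not account for this lower median, since 0.07% of matched lists had one as low in the mutants without C6. By the paper, the mutants and the heterozygous controls descend from one cross, but they differ in the chromosomes they carry. The sample labels give the mutants a combination of different *msl-2* deletion alleles, whereas the paper describes them as homozygous. A difference in genetic background or an effect of *msl-2* on the fourth chromosome stay open and untested.

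Library C9 had more *msl-1* than the other mutants (40.2 CPM against 25.2 to 26.0) and more *Amy-d* (0.439 CPM against 0.283 to 0.302), the latter with 7 to 15 counts per mutant library. In the controls, the median of 2R was 0.0087 in C2, against 0.0013 to 0.0024 in the others. Chance alone gives 2.5 such sets among 50, close to these 3, and no explanation, technical or biological, was tested for them.

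In *Anopheles*, the KO effect differed between 15 h and 6–7 h for 1 of 10198 genes at an adjusted p under 0.05 (edgeR). At an unadjusted p under 0.05 there were 262 genes, fewer than chance alone gives. The 1 gene was AGAP002157, with a fitted difference of -10.5 on the log2 scale. The 6–7 h controls had 0 counts, so the fitted value depends on the prior count and is no bound. The 6–7 h KO libraries had 4 to 5 counts, the 15 h controls 761 and 693, and the 15 h KO libraries 18 and 15. At 24 h the control had 7471 counts and the library labelled KO 5704. The gene therefore rises with time in controls, and a candidate explanation is that the 15 h KO embryos were at an earlier stage than the controls, as 148 of the 151 genes down-regulated at 15 h are higher at 24 h than at 6–7 h in controls. A loss of *msl-2* that delays this gene itself stays open, since stage and genotype coincide in these libraries.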

How the results depend on the processing

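Halved counts and scaling to the mitochondrial large rRNA gene were chosen after seeing the data, all other alternatives before the data were examined. For each change below the cause was not tested, unless it is stated.

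In *Drosophila*, the X-linked share of down-regulated genes and the X chromosome shift kept their direction and their side of the threshold under every alternative run. Leaving out each library gave odds ratios from 9.05 to 10.6 and shifts from -0.31 to -0.29. The number of DE genes was 2212 and lay within 1.5 times that with DESeq2 (2597) and under the other normalizations and filters, except for 213 (123 up, 90 down) with rRNA size factors and 1109 (805 up, 304 down) with the mitochondrial large rRNA gene, which holds 99.995% of rRNA counts, while 2 rRNA genes have counts in every library. It ranged from 1573 to 3435 when each library was left out, the highest without C6. The autosomal median of 0.039 was 0.055 with library sizes alone and reversed to -0.0067 with TMM from autosomal genes, by construction, and to -0.42 with rRNA size factors, which moved the median of all genes by -0.46, whereas it was 0.045 with the mitochondrial large rRNA gene. The maternal list stayed higher, with a fry p under 0.05, with library sizes alone and from 0.18 to 0.43 when each library was left out. With rRNA size factors its median was -0.16, which is 0.30 above the median of all genes. The blastoderm list had medians from -0.11 to -0.019 when each library was left out, and 4 of these fits passed the threshold of fry, which pointed up although the median is negative. The late list had medians from -0.12 to -0.051, and 1 fit passed. The chromosome 2 odds ratio kept its direction, with 1.36 with DESeq2 and 1.44 to 1.76 when each library was left out.

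In *Anopheles* at 6–7 h, 0 DE genes were found under every alternative except DESeq2, which called 6 (2 up, 4 down). When each library was left out the X chromosome shift ranged from -0.12 to 0.020, reversed without A9 and without A2. At 15 h, 180 genes were called, and 426 (118 up, 308 down) with no filter, 816 (304 up, 512 down) with DESeq2 and 3 (0 up, 3 down) with all 12 libraries in one fit. All 180 genes were among those of DESeq2. The X-linked share had an odds ratio of 1.26 with DESeq2, no longer past the threshold (Fisher's exact p = 0.124), against 1.69. The X chromosome shift of -0.059 was -0.11 as a median over genes, -0.027 for genes with an absolute log2 fold change of at most 1, and between -0.086 and -0.022 when each library was left out. Genes at or below 25%, 50% and 75% of control numbered 148, 406 and 512 with DESeq2 against 76, 151 and 151, and 342 and 507 with betaPrior at 50% and 75%. The interaction called 31 genes with DESeq2 (3 up, 28 down) against 1. The correlation of the 15 h effect with time ranged from -0.44 to -0.24 when each library was left out, the weakest without A5.

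The labels state no pairs. A block by neighbouring tags, as labelled, called 662 genes at 15 h (273 up, 389 down) and 0 at 6–7 h, as did a block by hour. Deviations from the group means correlated by 0.85 for A1 and A2, -0.26 for A3 and A4, -0.43 for A9 and A10 and 0.29 for the 15 h neighbours, and those values of A3 with A10 and A9 with A4 were 0.71 and 0.85. A fit with pairs read from these values was not run, so the 0 DE genes at 6–7 h hold for the fits without such pairs.

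Among 63 results of named genes, 32 kept their direction, their side of the threshold and about their size under every alternative. The alternatives came to 712 single fits of these results, and a result can count in more than 1 of them. DESeq2 or no filter brought 12 fits past the threshold, and leaving out a library moved 23 fits and reversed 15. The ranges of the genes with a reversed fit at 6–7 h were -0.70 to 0.28 for *abd-A*, -1.91 to 0.078 for *abd-B*, -1.42 to 0.037 for *Antp*, -1.51 to 1.52 for *ftz*, -0.35 to 0.11 for *mle*, -0.14 to 0.095 for *mof*, -0.10 to 0.32 for *msl-3*, -1.02 to 0.23 for *Osi14* and -1.09 to 0.027 for *Scr*. At 15 h they were -0.073 to 0.39 for AGAP000634, -0.055 to 0.13 for *msl-3* and -0.11 to 6.36 for AGAP004907, whose highest value was fitted without A5, where the control has 0 counts, and is no bound.

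Not run were a *Drosophila* block by the replicate numbers of Fig S3A, which the columns do not carry, the alternatives for features of the 15 h DE genes, for which no annotation was at hand, and calls at 15 h without 1 library, which leave 1 library in a group. On simulated counts edgeR called 0% of genes changed by 1 on the log2 scale at 6–7 h, 37% at 15 h and 82% in *Drosophila*, which limits what the 6–7 h comparison can show.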

Differences from the paper's values

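Alternatives are those set before the data were examined, unless stated otherwise.

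In *Drosophila*, the Fisher's exact test on X-linked down-regulated genes gave p = 2.02e-226 against the paper's 1.65645e-273. None of the alternatives gave a p within 1.5 times the paper's, among them DESeq2 (6.73e-264) and TMM from autosomal genes (7.31e-272). At 25–75% of control there were 544 down-regulated genes against the paper's 1103, and DESeq2 with 618 and betaPrior with 572 did not close the gap.

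In *Anopheles* at 6–7 h, 0 genes were down-regulated against the paper's 5, and DESeq2, with 4, came within 1.5 times. There were 0 up-regulated genes against about 5 in Fig. S3D, read by eye, and 2 with DESeq2. No other alternative called a gene. The orthologue of *mira*, which the paper lists as down-regulated, had an adjusted p of 0.118 with DESeq2.

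At 15 h, 151 genes were down-regulated and 29 up-regulated against the paper's 566 and 360. DESeq2, the tool named in the paper's methods (512 and 304), and the block by neighbouring tags (389 and 273) closed both gaps, whereas the other normalizations, the filters and the fit of all 12 libraries did not. Of the 816 genes called with DESeq2, 763 are in Table S2, and 163 genes of Table S2 were not called. X-linked genes among the down-regulated ones numbered 21 against the paper's 62, and 53 with DESeq2, which closed the gap. TMM from autosomal genes, DESeq2's size factors in edgeR and the background of all genes left 21. The Fisher's exact p was 0.0406 against the paper's 0.007221, with alternatives from 0.0158 (all genes as background) to 0.124 (DESeq2), none within the limit. The paper counts 523 of its down-regulated genes as affected by at least 75%. At or below 25% of control there were 76, with 148 from DESeq2 and 63 from betaPrior. At or below 75% there were 151, with 512 from DESeq2 and 507 from betaPrior, both of which closed the gap. By the paper's own Table S2, 73 of 566 are at or below 25% of control, 566 at or below 75% and 493 at 25–75%.

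Mean log2 fold changes in *Drosophila* were 0.086 on 2L, 0.090 on 2R, 0.11 on 3L and 0.12 on 3R against the paper's 0.047, 0.059, 0.072 and 0.083 in Table S1. DESeq2 with betaPrior (0.046, 0.053, 0.060 and 0.072) and TMM from autosomal genes (0.041, 0.045, 0.062 and 0.075) closed these gaps. For 2L, DESeq2, DESeq2's size factors in edgeR and no filter also did, and for 3L at least 10 counts in every library. Library sizes alone and rRNA size factors closed none. The median on 2L was 0.037 against the paper's 0.017, which DESeq2, betaPrior, DESeq2's size factors in edgeR and no filter closed. The median on X was -0.28 against the paper's -0.21, which betaPrior alone closed, with -0.19.

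With rRNA size factors, the medians were -0.42 on 2L, -0.42 on 2R, -0.43 on 3L, -0.42 on 3R and -0.74 on X against the paper's 0.050, 0.067, 0.062, 0.068 and -0.25. The means were -0.37, -0.36, -0.35, -0.33 and -0.65 against the paper's 0.052, 0.12, 0.17, 0.15 and -0.14. No alternative was set for these values before the data were examined. Scaling to the mitochondrial large rRNA gene, chosen after seeing the values, closed the gaps of the medians on 2L (0.045), 2R (0.050), 3R (0.049) and X (-0.27) and of the mean on 3R (0.13), and left those of the other means and of the median on 3L (0.035). Of the settings without rRNA, library sizes alone came within the spread between libraries of the same values and of the means on 2R (0.11) and X (-0.18). TMM did so for the medians on 2L and X, at least 10 counts for the median on 2L, no filter for the medians on 2R and X and the means on 2L and X, DESeq2 for the median on X and the means on 2L and X, betaPrior for the means on 2L and X, and DESeq2's size factors in edgeR and TMM from autosomal genes for the mean on 2L. On 3L none did.

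At 15 h in *Anopheles*, the median was -0.014 on 2R and -0.0017 on 3L against the paper's -0.0046 and 0.0015. DESeq2, betaPrior and DESeq2's size factors in edgeR closed the gap on 2R, and the other alternatives did not. On 3L the values differ in sign only and by less than the spread between libraries. DESeq2 (0.0082), betaPrior (0.0024) and DESeq2's size factors in edgeR (0.0058) gave the paper's sign, the first and the last of them farther from its value than -0.0017 is, and at least 10 counts in every library (-0.00054) came nearer with the opposite sign.

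The log2 fold changes at 15 h were -5.55 for *Osi14*, -5.43 for *Osi7*, -4.50 for *Osi9*, -4.26 for *SPZ6*, -5.41 for AGAP002157, 3.23 for AGAP010854 and -3.93 for AGAP029070. The paper's values in Table S2 are -4.21, -4.31, -3.78, -3.95, -4.62, 2.87 and -3.68, with standard errors from 0.21 to 0.37. DESeq2 with betaPrior closed each of these gaps, with -4.48, -4.14, -3.85, -3.88, -4.47, 2.79 and -3.65, and no other alternative did.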

Other observations

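The tests of the up-regulated and down-regulated *Anopheles* genes and of the X chromosome on the time axis, of the 6–7 h effect against the 15 h effect, of chromosome 2 against 3, of library C6 and of even counts were chosen only after the results were seen.

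The *Anopheles* KO effect at 15 h ran against the change of controls with time. Across 9739 genes, which are not independent replicates, its Pearson correlation with the difference between the 24 h and 6–7 h controls was -0.43 (Spearman -0.30), and the KO libraries of 15 h stood at 0.405 and 0.419 on the axis from 6–7 h (0) to 24 h (1), the controls at 0.576 and 0.524. Without the 15 h control A5 the correlation was -0.24. Of the 151 down-regulated genes, 148 are higher at 24 h than at 6–7 h in controls (50.4% of all genes). A younger stage of the KO embryos may explain these genes. Among the up-regulated genes, 13 of 29 were lower at 24 h (44.8%, 95% interval 26.4% to 64.3%), as among all genes (49.6%). This comparison thus gives no sign that stage raised them. It uses only the ends of the time axis, so it cannot rule out stage for genes that peak in between. After the trend was removed, the X-linked median minus the autosomal one went from -0.040 to -0.0036, which is too small a start to tell whether stage contributes to it. The axis explained 18.2% of the variance of the effect. A delay caused by the loss of *msl-2* and a difference in collection cannot be separated by this design.

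At 24 h, the difference between the library labelled KO and the control had a Pearson correlation of 0.11 with the 15 h effect across genes, with 1 library per condition and *msl-2* at 78.0% of control. The effect at 6–7 h, from other libraries, had a Pearson correlation of 0.32 with it (Spearman 0.41, 8906 genes), and 1 of the 10 splits of the 6–7 h libraries, the real one, gave one as large, compared with at most 0.21 in the others. This speaks against changes peculiar to the 15 h libraries, but 10 splits are too few to exclude them, so changes peculiar to the 15 h libraries cannot be told apart from changes that end or are diluted by 24 h. Of the genes down-regulated at 15 h, 100 were lower at 24 h, and their median difference was -0.19, lower than that of all but 0.15% of 10000 random lists matched on expression.

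The neighbours of *msl-2* were lower in every 6–7 h and 15 h KO library than in every control. At 24 h, 2 of 3 were lower, with a median difference of -0.22. The log2 differences were -1.10 for AGAP013283, -0.22 for AGAP000534 and 0.025 for AGAP000532. These are too few genes and libraries to tell whether an altered locus could still lower them. DE genes at 15 h were not concentrated near *msl-2*, since, with *msl-2* and these 3 neighbours left out, 3 of 157 X-linked genes within 100 places of it in the table were DE, compared with 18 of 675 others (2-sided Fisher's exact test, p = 0.780). With them included, 6 of 161 were DE (2-sided Fisher's exact test, p = 0.437). By the paper's methods, Cas9 and the gRNAs made the KO in the F1 embryos themselves, and lethality and sterility prevented heritable mutations. A mutant stretch of the X chromosome was therefore not inherited with the KO. These counts show only where the DE genes lie, and cannot address differences along the whole X chromosome.

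The 6–7 h libraries differed within a condition as much as between conditions. Their first principal component held 65.2% of the variance and had an absolute correlation of 0.922 with the position on the time axis, so a range of developmental ages may underlie it. The 6 h libraries stood at -0.11 (control) and -0.093 (KO), and the 7 h libraries between 0.032 and 0.081. All 10 of the 10 splits of the 6 libraries into groups of 3 gave 0 DE genes, so the number says nothing about the real split.

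In *Drosophila*, 1 of 35 splits of the 8 libraries gave as many DE genes and 1 as many X-linked genes called in one direction, in each case the real one, and the other splits gave 0. DE genes were more frequent on chromosome 2 (20.8% of 4056 genes) than on chromosome 3 (14.6% of 4850), an odds ratio of 1.54 (2-sided Fisher's exact test, p = 8.65e-15), and when as many genes of smallest p were taken in each of the 35 splits, 1 of them, the real one, gave a p as small. The p of the other splits went down to 2.38e-07, so such a p overstates the evidence. The odds ratio was 2.49 for down-regulated and 1.24 for up-regulated genes. Controls carry the CyO balancer of chromosome 2 and mutants do not, which could explain the excess. The mutant *msl-2* chromosomes are second chromosomes as well, and their background stays open.

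Maternal transcripts were higher in the *Drosophila* mutants, with a median of 0.31 over 14 tested genes (exact permutation p = 0.0286, the smallest possible), of which 5 were called up-regulated, also adjusted over the list alone. As many as 6 of 35 splits gave a median of that size, up to 0.62, so the median by itself is not beyond what grouping gives. The difference from the median of all genes was 0.30 with rRNA size factors, but a scaling moves all genes alike, so this difference tests nothing about the normalization. Without C6 the list was still higher (fry p = 0.00343, exact permutation p = 0.0286), so this library alone does not account for it. Younger embryos or unfertilized eggs among the mutants are possible explanations. The blastoderm list, which the former would raise, had a median of -0.043 while *hb* and *slam* were up-regulated and fry pointed up (exact permutation p = 0.0857), so its genes go both ways and these explanations cannot be told apart. The list of late genes had a median of -0.10 (exact permutation p = 0.400), with 1 gene down-regulated. Among genes up-regulated by over 1 on the log2 scale, 30 X-linked against 321 autosomal, X-linked ones were less frequent than among tested genes (odds ratio 0.481), which X-wide down-regulation would give as well, so it stays open whether they share a source with the maternal transcripts.

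Counts exceed uniquely mapped reads, and of counts from 1 to 49 in *Drosophila* libraries at least 69.3% were even, which is consistent with each mate of a pair having been counted.

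The RNA levels of *msl-3* and AGAP000634, which the paper followed by RT-qPCR, had log2 fold changes in the KO of 0.12 and -0.31 at 6–7 h and 0.04 and 0.14 at 15 h, with edgeR's adjusted p between 0.739 and 0.999. AGAP000553, which the paper's methods give as the identifier of *msl-2* and its Table S2 names *white*, had log2 fold changes of 0.85 at 6–7 h (adjusted p = 0.999) and 0.79 at 15 h (adjusted p = 0.167) and stood at 149% of control at 24 h, higher in every KO library than in every control of the same time.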
